# *Ox40-Cre–*mediated deletion of BRD4 reveals an unexpected phenotype of hair follicle stem cells in alopecia

**DOI:** 10.1172/jci.insight.164534

**Published:** 2022-12-08

**Authors:** Mou Wen, Yuanlin Ying, Xiang Xiao, Preston R. Arnold, Guangchuan Wang, Xiufeng Chu, Rafik M. Ghobrial, Xian C. Li

**Keywords:** Autoimmunity, Immunology, Adaptive immunity, T cells

## Abstract

BRD4 is a bromodomain extraterminal domain family member and functions primarily as a chromatin reader regulating genes involved in cell-fate decisions. Here, we bred *Brd4^fl/fl^ Ox40-Cre* mice in which *Brd4* was conditionally deleted in OX40-expressing cells to examine the role of BRD4 in regulating immune responses. We found that the *Brd4^fl/fl^ Ox40-Cre* mice developed profound alopecia and dermatitis, while other organs and tissues were not affected. Surprisingly, lineage-tracing experiments using the *Rosa26^fl/fl^-Yfp* mice identified a subset of hair follicle stem cells (HFSCs) that constitutively express OX40, and deletion of *Brd4* specifically in such HFSCs resulted in cell death and a complete loss of skin hair growth. We also found that death of HFSCs triggered massive activation of the intradermal γδ T cells, which induced epidermal hyperplasia and dermatitis by producing the inflammatory cytokine IL-17. Interestingly, deletion of *Brd4* in Foxp3^+^ Tregs, which also constitutively express OX40, compromised their suppressive functions, and this, in turn, contributed to the enhanced activation of γδ T cells, as well as the severity of dermatitis and hair follicle destruction. Thus, our data demonstrate an unexpected role of BRD4 in regulating skin follicle stem cells and skin inflammation.

## Introduction

Skin diseases include all conditions that disrupt normal skin structure, integrity, and homeostatic responses, and the immune cells, including both inflammatory cells and T cells, are often closely involved (1). Among the diverse signals that control T cell activities, those from the T cell costimulatory molecules play a significant role (2). OX40 is a costimulatory molecule in the TNF receptor superfamily primarily involved in Treg proliferation, survival, and memory generation (3, 4). In naive mice, OX40 is mainly expressed by Foxp3^+^ Tregs (5). However, upon immune activation, activated T effector cells also express OX40, and upon binding its ligand on the APCs, OX40 signals exerts profound effects on the outcome of immune responses (6). For example, under certain conditions, OX40 signaling antagonizes Foxp3^+^ Tregs while boosting T effector responses, which provides an effective means of promoting antitumor immunity (7, 8). Moreover, in models of autoimmunity and transplant rejection, blocking OX40 signaling prevents activated T cells from acquiring effector and memory features, thus showing a remarkable therapeutic potential in those disease models (9, 10). Clearly, these findings suggest that OX40 can be a valuable therapeutic target in the clinic.

As a member in the TNF receptor superfamily, OX40 traditionally signals through the NF-κB pathway (11). We reported that, in freshly activated T cells, OX40 engagement strongly activates the noncanonical NF-κB pathway (i.e., RelB/p52) (12), thereby supporting the differentiation of Th9 cells and allergic inflammation at the costs of Tregs and Th17 cells. Interestingly, suppression of Th17 cells and Foxp3^+^ Tregs by OX40 is linked to profound chromatin remodeling at the *RORt* target genes, as well as at the *Foxp3* locus, where RelB triggers repressive chromatin modifications to close those gene loci, thus preventing the expression of key “master” transcription factors and, consequently, the differentiation of Th17 cells and Tregs (13). In Th9 cells, however, OX40 signaling results in the assembly of “super enhancers,” a large chromatin segment with exceptionally high levels of histone acetylation and transcription factor occupancy, to support Th9 induction (10). It has been reported that the super enhancers often regulate genes that are critical to cell-fate decisions and that the assembly of super enhancers relies on the bromodomain and extraterminal domain (BET) protein BRD4 (14, 15). In fact, BRD4 is a multidomain protein composed of 2 tandem bromodomains, an extraterminal domain, and a long C-terminal motif (16); both bromodomains contain a deep acetyl-lysine binding pocket, which allows BRD4 to selectively bind acetylated chromatin (i.e., H3K27ac) at activated gene enhancer and promoter sites (17). Thus, BRD4 acts as a chromatin reader, and by recruiting other chromatin modifiers, transcription factors, and co-factors to the enhancer sites, BRD4 drives the assembly of super enhancers that mediate robust transcription of target genes (18). In our studies, we found that OX40 is remarkably efficient at driving super enhancer assembly in Th9 cells via the noncanonical NF-κB pathway, and we found that inhibition of BRD4 using the chemical inhibitor JQ1 can effectively dismantle such super enhancers and consequently blocks the induction of Th9 cells (10, 12).

Given the diverse effects of OX40 in regulating T cell fates, including the generation of long-term memory and the finding that OX40 is also capable of activating other signaling pathway (e.g., PI3K/AKT) (19), it remains unclear as to what extent OX40 exerts its effects via BRD4-mediated chromatin remodeling. In the present study, we addressed this question by generating a potentially novel animal model, in which *Brd4* is selectively deleted in OX40-expressing cells using the *Ox40-Cre* recombinase. We found that the *Brd4^fl/fl^ Ox40-Cre* mice spontaneously develop profound alopecia and skin inflammation. Through a series of experiments involving T cell transfer, generation of BM chimera, and breeding to immune deficient *Rag1^–/–^* mice, we demonstrated that the alopecia and skin inflammation are mediated by different mechanisms. Specifically, we identified a subset of HFSCs that constitutively express OX40 and BRD4, and deletion of *Brd4* resulted in death of follicle stem cells, which then triggered the activation of γδ T cells. The activated γδ T cells then produced high levels of IL-17 and pronounced dermatitis. Thus, our results reveal a role for the chromatin reader BRD4 in regulating the HFSCs and skin inflammation.

## Results

### Conditional deletion of Brd4 in OX40-expressing cells induces prominent alopecia and severe dermatitis.

To determine the role of BRD4 in OX40-mediated effects, we crossed the *Brd4^fl/fl^* mice with *Ox40-Cre* mice, and *Brd4* was selectively deleted in OX40-expressing cells. We found that the *Brd4^fl/fl^ Ox40-Cre* mice appeared normal and healthy before 5 weeks of age, and a detailed analysis of their lymphoid compartments did not reveal marked abnormalities. As shown in Figure 1A, the *Brd4^fl/fl^ Ox40-Cre* mice had comparable CD4^+^, CD8^+^, and Foxp3^+^ Tregs in the spleen as compared with the *Ox40-Cre* controls. Similar findings were also observed in the lymph nodes (data not shown). The *Brd4^fl/fl^ Ox40-Cre* mice had an increased frequency of T cells with an effector memory phenotype (i.e., CD44^hi^CD62L^–^), but this increase was not remarkable at 5 weeks of age (Figure 1A). Interestingly, the *Brd4^fl/fl^ Ox40-Cre* mice developed alopecia starting at 6 weeks age (Figure 1, B and C), and by the time they reached 10 weeks of age, dermatitis then developed, which became worse over time and often necessitated euthanasia (Figure 1, B and C). None of those changes were observed in the control *Ox40-Cre* or *Brd4^fl/fl^* mice. Tissue histology of the skin from *Brd4^fl/fl^ Ox40-Cre* mice at 12 weeks of age revealed marked epidermal hyperplasia, hyperkeratosis, loss of hair follicles, and inflammatory cell infiltration in the skin, which contrasted sharply with the skin histology of age-matched control mice (Figure 1D). Moreover, immunofluorescence staining of the inflamed skin confirmed the accumulation of CD3^+^ T cells in the dermal layer of *Brd4^fl/fl^ Ox40-Cre* mice, as well as hyperplasia of epidermis (Figure 1E). We also examined other organs from the *Brd4^fl/fl^ Ox40-Cre* mice for signs of inflammation, including the lung, liver, kidney, and gut. Surprisingly, we failed to find any pathological changes at those sites, and their histological features were essentially identical between *Brd4^fl/fl^ Ox40-Cre* mice and the control mice (Figure 1F), suggesting that the pathological changes in *Brd4^fl/fl^ Ox40-Cre* mice are confined to the skin.

### Lineage-tracing studies identify OX40 expression by HFSCs.

To dissect whether alopecia and dermatitis are manifestations of the same disease or involve different mechanisms, we firstly bred the *Rosa26^fl/fl^-Yfp* mice with *Ox40-Cre* mice to generate *Rosa26^fl/fl^-Yfp*–*Ox40-Cre* mice, in which cells that have ever-expressed OX40 (past and present) are genetically marked by the yellow fluorescent protein (YFP). As shown in Figure 2A, OX40 was almost exclusively expressed by T cells in the immune system (i.e., TCR-β^+^CD45^+^ cells), in which ~96% of the YFP^+^ T cells were also CD4^+^ (Figure 2A). Within the CD4^+^ subset, however, ~50% of the YFP^+^ cells also expressed Foxp3, and among CD4^+^Foxp3^+^ Tregs, an overwhelming majority expressed YFP (>90%). In the CD4^+^YFP^+^Foxp3^–^ subset, most of the T cells were CD44^hi^, suggesting a memory phenotype of those T cells. Thus, in naive mice, OX40 is primarily expressed by Foxp3^+^ Tregs and a subset of CD4^+^ memory cells (Figure 2A), which is consistent with previous reports (20). Interestingly, virtually all CD4^+^Foxp3^+^ Tregs expressed BRD4 in control *Ox40-Cre* mice, and ~60% of the Foxp3^+^ Tregs in *Brd4^fl/fl^ Ox40-Cre* mice lost BRD4 expression (Figure 2B), which is in line with the expression of OX40 by Tregs (Figure 2A).

We also traced the skin parenchymal cells for YFP expression in an attempt to understand why the tissue pathology is confined to the skin. Surprisingly, we found substantial *Ox40-Cre* activities and consequently YFP expression in the skin (Figure 2C). In fact, YFP was expressed at high levels in CD34^+^ follicle stem cells, as well as in cell types derived from such stem cells, which include the epidermal cells, hair germ cells, and sheath cells (both CD34^–^Sca1^+^ and CD34^–^Sca1^–^ subsets) (21). As compared with *Ox40-Cre* control mice, all subsets of those skin cells, which constitutively express BRD4, showed markedly reduced expression of BRD4 in the *Brd4^fl/fl^ Ox40-Cre* mice (Figure 2D). Moreover, immunofluorescence staining of the skin, using keratin 14 staining as profiles of hair follicles and epidermis, showed that the YFP was abundantly expressed in the hair follicles and epidermis across a wide range of time points examined (7–28 days of age) (Figure 2E), thus further supporting the expression of OX40 by follicle stem cells. Together, these findings suggest that, in the *Brd4^fl/fl^ Ox40-Cre* mice, *Brd4* was conditionally deleted in both immune cells and HFSCs.

### Deletion of Brd4 in T cells is not sufficient to induce skin pathology.

We took several approaches to determine the role of *Brd4*-deleted T cells in skin pathology. Firstly, we adoptively transferred purified T cells from the control *Ox40-Cre* mice and *Brd4^fl/fl^ Ox40-Cre* mice (8 weeks of age) into the syngeneic *Rag1^–/–^* hosts. The host mice were followed for signs of skin diseases. As shown in Figure 3A, the *Rag1^–/–^* hosts in both groups remained healthy, with thick hair coat and no skin lesions observed 6–10 weeks after T cell transfer. The H&E staining of skin sections from both groups showed an intact epidermis, normal hair follicle structures, and a complete absence of inflammatory cell infiltrates (Figure 3B). These results indicate that deletion of *Brd4* in T cells alone is not sufficient to induce hair loss and skin inflammation. We secondly generated BM chimeric mice, where the BM cells from *Brd4^fl/fl^ Ox40-Cre* mice and control *Ox40-Cre* mice were used to reconstitute the lethally irradiated *Rag1^–/–^* mice (Figure 3C). Six to 8 weeks after BM reconstitution, the host mice were examined for skin diseases. As shown in Figure 3D, the host *Rag1^–/–^* mice were grossly normal with no overt hair loss and dermatitis, regardless of reconstitution with control or *Brd4^fl/fl^ Ox40-Cre* BM cells. Again, the skin histology showed well-preserved hair follicles with no epidermal hyperplasia and inflammatory cell infiltration (Figure 3E). Thus, selective deletion of *Brd4* in T cells or in hematopoietic cells alone does not seem to be the underlying mechanism of skin diseases observed in the *Brd4^fl/fl^ Ox40-Cre* mice.

### Deletion of Brd4 in follicle stem cells disrupts follicle structures and blocks hair regeneration.

To further dissect the underlying mechanisms of skin pathology, we bred *Brd4^fl/fl^ Ox40-Cre* mice into the *Rag1^–/–^* background (*Rag1^–/–^ Brd4^fl/fl^ Ox40-Cre* [*Rag1^–/–^* CKO]), where deletion of *Brd4* was confined to HFSCs, as well as cells derived from them. We observed that when compared with the control (*Rag1^–/–^ Ox40-Cre*) mice, the *Rag1^–/–^* CKO mice showed thinning of hair density starting at 56 days of age (Figure 4A), and by the time they reached 100 days of age, the *Rag1^–/–^* CKO mice lost almost all their hair (Figure 4, A and B). However, as compared with the *Brd4^fl/fl^ Ox40-Cre* mice, the hair loss in *Rag1^–/–^* CKO mice was delayed and at a slower rate, and dermatitis was absent throughout the observation time (Figure 4, A and B). We also performed H&E staining on the skin tissues on P84, and as shown in Figure 4C, the skin from *Rag1^–/–^* CKO mice revealed a thickened epidermis and markedly disorganized follicle structures, which contrasted with the appearance of the control mice. In fact, the hair follicle structure was largely collapsed in the *Rag1^–/–^* CKO mice (Figure 4C), demonstrating a profound effect of *Brd4* deletion on skin hair follicles.

As highlighted in Figure 4D, hair follicles undergo cyclic bouts of catagen (degeneration), telogen (quiescence), and anagen (regeneration) to maintain hair growth and regeneration (22–24), and the most robust cell proliferation in the hair cycle occurs within days around telogen-anagen transition (25, 26). To determine whether the hair loss in Rag1^–/–^ CKO mice is due to a failure of telogen-anagen transition, we physically shaved the mice twice, once on day 21 right before the first anagen phase and again on day 70, which was before the second anagen phase (Figure 4D). We then monitored hair growth in the shaved Rag1^–/–^ Ox40-Cre control and Rag1^–/–^ CKO mice. As shown in Figure 4E, the hair readily grew back in the dorsal skin of control mice after the first and the second shaves, forming a dark and healthy skin hair coat. In stark contrast, the shaved Rag1^–/–^ CKO mice completely failed to regenerate their skin hair after both shaves. Additionally, skin thickening and acanthosis-like appearance were observed in the shaved Rag1^–/–^ CKO mice at 14 weeks of age (Figure 4E). These data suggest that deletion of Brd4 in HFSCs arrests them at the telogen phase, preventing them from entering the hair cycle during hair regeneration.

### Brd4-deleted HFSCs fail to proliferate and readily die in situ.

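The RNA-seq data cover 6 libraries of hair follicle stem cells (HFSCs), 1 from Rag1–/– Ox40-Cre control mice and 1 from Rag1–/– CKO mice on each of 3 days, P20, P26 and P70 (week 10). Rag1–/– mice lack T and B cells, Ox40-Cre deletes floxed genes in cells that have expressed the costimulatory receptor OX40, and Brd4 encodes a protein that reads acetylated histones and promotes transcription. Brd4 (gene ID 57261, chromosome 17 from 32196272 to 32284743, mm10) was not lower at P20 or P70 in the library labelled CKO, and its 2 values at P26 were close. Its level was 137 normalized counts per 1000000 (CPM) in the control and 195 in the library labelled CKO at P20 (log2 ratio 0.51, 95% counting interval 0.42 to 0.61), 100.2 and 106 at P26 (log2 0.08, -0.04 on library totals and -0.11 on the deposited FPKM), and 123 and 168 at P70 (log2 0.45, interval 0.35 to 0.54). A gene-level value counts reads from every exon, and the sources used here do not say which exons are floxed, so it cannot show whether the gene was deleted. The paper reports markedly reduced BRD4 protein in HFSCs of Brd4fl/fl Ox40-Cre mice (Fig. 2D), which does not settle it for these libraries, and the genotypes given here are those of the library labels. The cells were sorted as CD45–, Itgα6+, CD34+ and Sca-1–. Cd34 (gene ID 12490, chromosome 1 from 194938821 to 194961292), the surface marker of bulge stem cells, was at 1264 against 426 CPM at P20 (control first), 1021 against 422 CPM at P26 and 1849 against 343 CPM at P70, and it fell over the 3 days (log2 -1.76, standard error 0.28, adjusted p = 0.0339 from edgeR's quasi-likelihood test). Itga6, a laminin receptor subunit, was at 169 against 225 CPM, 282 against 366 CPM and 239 against 203 CPM. Ly6a, which encodes Sca-1, lay between 1.71 and 9.09 CPM in every library. Ptprc, which encodes CD45, had 0 against 38 counts at P20, 9 against 13 counts at P26 and 16 against 8 counts at P70. Tnfrsf4, which encodes OX40 (gene ID 22163, chromosome 4 from 156013595 to 156016613), was at 60.1 against 17.6 CPM, 10.5 against 6.19 CPM and 23.0 against 4.57 CPM, lower in the library labelled CKO on each day (log2 -1.62 over the 3 days, standard error 0.36, adjusted p = 0.0643). PolyA+ RNA was sequenced by BGI, and the deposited files give an estimated read count, FPKM and TPM for each gene. The counts sum to between 9579007 and 16482522 per library and were rounded to whole numbers, scaled with edgeR's trimmed mean of M values (TMM) and compared within each day as a log2 ratio of CPM with a prior count of 2. Of the genes listed, 17899 are in all 6 files, 775 in those of P20 and P70 only and 330 in those of P26 only. The P20 control file carries a different library name from its column headings and was used as that library. With 1 library per genotype and day, no test within a day was possible. Intervals of single genes cover counting error only, and intervals of list medians cover the spread over a list's genes. The sex of the mice is not stated, and Y-linked genes differed within each day's pair. Sex and genotype therefore cannot be told apart within a day. Genotypes were tested over the 3 days together, with the day in the model.

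**Figure D1:**
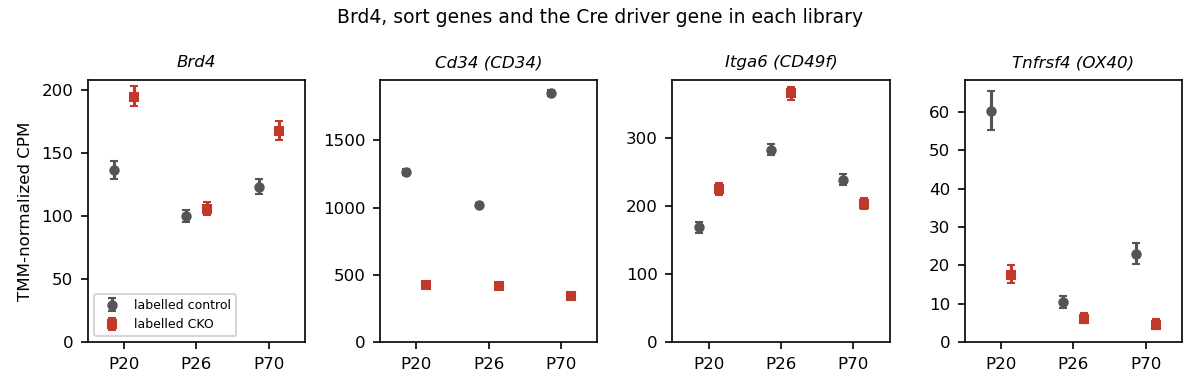
Level of Brd4, Cd34, Itga6 and Tnfrsf4 in each library, in TMM-normalized CPM, with 95% Poisson intervals. Brd4 stands at 137 CPM in the control and 195 in the library labelled CKO at P20, and Cd34 is lower in the library labelled CKO on each of the 3 days.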

To identify the molecular mechanisms of impaired hair regeneration, we sorted HFSCs from *Rag1^–/–^ Ox40-Cre* and *Rag1^–/–^* CKO mice by FACS and performed RNA-Seq analysis comparing differences in their transcriptional profiles. As shown in Figure 5A, *Brd4* deletion led to broad transcriptional changes in follicle stem cells, especially on P20, a time point when follicle stem cells are mostly active in preparation for anagen entry (25, 26). 

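Between the P20 libraries, 3762 of 13768 measured genes (27.3%) differed at least 2-fold, 1626 lower and 2136 higher in the library labelled CKO. At P26 the count was 2510 of 13054 (19.2%), 1274 lower and 1236 higher (719 higher on the deposited FPKM), and at P70 it was 4247 of 13617 (31.2%), 2058 lower and 2189 higher. Of 27 genes that mark bulge stem cells, fixed from textbook knowledge before the data were examined, 21 were lower in the library labelled CKO at P20 and 19 at each later day, with medians of -0.97, -0.49 and -0.79 on the log2 scale. Genes of the differentiated hair shaft and of fibroblasts and endothelium were higher in the libraries labelled CKO at P20 and P70, in which Brd4 itself was not lower. Among bulge genes at P20 were Krt24, a keratin (log2 -4.96), Angptl7 (-3.80), the growth factor Ptn (-3.48) and the matrix protein Postn (-2.92), while Tcf7l1, a repressor that keeps HFSCs quiescent (1.14), Krt14 (0.80) and the lineage factor Sox9 (0.45) were higher. At P26 Npnt, a matrix ligand of integrins, was lowest (log2 -3.10), and Runx1, which promotes HFSC activation, was higher (2.05). At P70 Fgf18, a quiescence signal of the bulge, was at log2 -4.08. The bulge list lay below every one of 10000 random lists matched on expression on each day. Among the genes furthest below the control at P20 were Serpinb10 (126 against 0.928 CPM), Sncg (46.1 against 0.422 CPM), Dlk1, an inhibitor of adipogenesis (109 against 1.69 CPM), Myoc (313 against 8.35 CPM) and Lrrn3 (140.2 against 4.30 CPM). Mfap4, a microfibril protein (0.21 against 310.2 CPM, log2 9.61, interval 8.68 to 13.58), and Coch (2.41 against 914 CPM) were higher, Krt25 of the inner root sheath was at least 181-fold higher, and Col15a1 of basement membranes was at least 186-fold higher. At P26 the gelatinase Mmp9 (0.0591 against 23.4 CPM, log2 7.02, interval 6.14 to 13.94), Nppb (0.236 against 35.7 CPM) and the neutrophil alarmin S100a9 (log2 5.87) were higher, and the phosphatase Inpp5j (17.4 against 0.442 CPM) and the RNA-binding protein Igf2bp3 (7.74 against 0.253 CPM) were lower. At P70 Krt35 of the hair cuticle (0.0791 against 109 CPM, log2 8.80, interval 7.95 to 15.73), the lymphatic chemokine Ccl21a (0.554 against 129 CPM) and the proteoglycan Dcn (0.237 against 85.1 CPM, log2 7.72, interval 6.94 to 10.77) were higher, while the calcium-binding protein S100a4 (522 against 12.8 CPM) was lower and the glutamate receptor Grik1 was at least 143-fold lower. Across the 3 days, 361 of 12588 genes were lower and 396 higher by at least 2-fold on every day. By edgeR's quasi-likelihood test with day and genotype in the model, 255 of 12822 genes fell and 292 rose (adjusted p under 0.05, and 2846 at an unadjusted p under 0.05), and DESeq2 called 784 lower and 1022 higher. Genes that fell included Nrcam, a neuronal adhesion molecule (log2 -4.11, standard error 0.25, adjusted p = 0.00692), Them5 (-3.42), the growth factor Nrtn (-3.07) and Egfl6, a matrix protein of the follicle (-2.53). Genes that rose included the receptor kinase Ret (3.82, adjusted p = 0.00692), the glutamate transporter Slc1a3 (5.65), the gap junction gene Gjb2 (5.39), Serpine1 (5.00), the protease Ctsc (3.83) and the differentiation factor Zfp750 (2.51). Camera called the bulge list lower as a whole (camera adjusted p = 4.06e-06, and adjusted p = 0.43 with an estimated correlation). In other groupings of the 6 libraries camera called 7 to 16 lists, against 11 in the real one, so its calls do not set genotype apart. Among all genes tested, 6 bulge genes fell and none rose (13 fell and 4 rose when adjusted over the list alone). Of this list 10 genes are also in another list and 2 in Fig. 5A. Of 27 hair shaft and inner root sheath genes, 25 were higher at P20 (median log2 4.32, and 4.22 with genes absent from 1 library at their bound), and 25 of 26 were higher at P70. The fibroblast genes were higher in 14 of 15 at P20, with Col3a1 at 3.78 against 411 CPM, and in 13 of 14 at P70, but 6 of 11 were lower at P26, with Col1a1 at 45.0 against 9.66 CPM. All 12 endothelial genes measured at P20 and all 11 at P70 were higher, among them Cdh5 (at least 43.7-fold higher at P20), but 2 of the 15 on the list had at least 10 counts in every control library, and with at least 50 counts the medians lay inside the random lists (percentiles 95.55 and 96.35). Over the 3 days the hair shaft list (camera adjusted p = 9.99e-05, and adjusted p = 0.509 with an estimated correlation) and the fibroblast list (0.0313, and adjusted p = 0.755 with an estimated correlation) rose, and the fibroblast call ended without the P20 pair (0.112) or without the P70 pair (0.0526). Leaving out the P20 pair left no gene called by edgeR (2062 at an unadjusted p under 0.05), leaving out P70 left 14 of the 547 (Nrcam, Them5, Ret, Serpine1 and Ctsc among them), and leaving out P26 gave 1379. With a minimum of 50 counts, 1372 genes were higher at P20 and 1440 at P70.

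**Figure D2:**
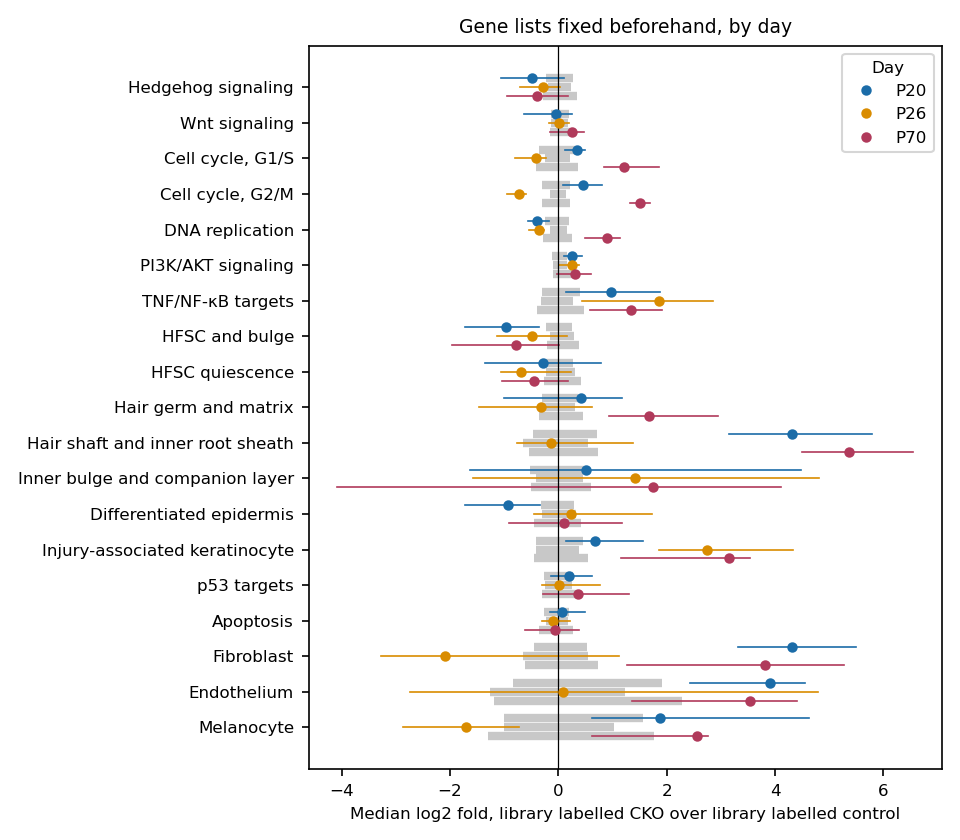
Median log2 ratio of 19 gene lists, library labelled CKO over control, for each day. Colored lines give the 95% interval of the median over a list's genes, and gray bars the middle 95% of 10000 random lists of matched expression. The bulge list lies to the left of its bar on each day and the hair shaft list to the right of its bar at P20 and P70.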

Interestingly, genes that showed the most striking differences between control and *Brd4*-deleted follicle stem cells were related to the sonic hedgehog (SHH) signaling, cell cycle, and Wnt signaling pathways, where *Brd4* deletion led to their marked downregulation. 

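At P20 every one of the 7 SHH genes of Fig. 5A was lower in the library labelled CKO, 4 of them by at least 2-fold. Of the 28 cell cycle genes 16 were lower and 12 higher, and of the 36 Wnt genes 30 were lower and 6 higher. The median log2 ratio was -1.16 for the SHH genes, -0.17 for the cell cycle genes and -1.05 for the Wnt genes. Gli1 (gene ID 14632, chromosome 10 from 127329882 to 127341579), the transcription factor that SHH signaling switches on, was at 347 against 80.8 CPM (log2 -2.10, interval -2.21 to -2.00). Cdon (gene ID 57810, chromosome 9 from 35421528 to 35507652), a co-receptor for SHH, was at 143 against 39.1 CPM (log2 -1.86, interval -2.02 to -1.71), and the SHH receptor and target Ptch1 (gene ID 19206, chromosome 13 from 63508328 to 63573460) at 109 against 37.2 CPM (log2 -1.55, interval -1.72 to -1.39). The co-receptor Gas1 (-1.16) and the receptor Ptch2 (-0.99) were lower as well. Among the cell cycle genes Cdc25b (gene ID 12531, chromosome 2 from 131186436 to 131198511), a phosphatase that starts mitosis, was lowest at 97.8 against 23.5 CPM (log2 -2.05, interval -2.26 to -1.87), followed by the repair gene Rad51c (-1.22), the ubiquitin ligase subunit Skp1a (-1.03), the inhibitor Cdkn2d (-0.81) and cyclin Ccnd3 (-0.59). The 12 higher genes were Cdc25c (1.66), Ccnb2 (0.97), Cdca3 (0.96), Cdkn2c (0.86), Cdc20 (0.82), Ccne2 (0.60), Dbf4 (0.44), Cdk1 (0.41), Ccne1 (0.35), Prc1 (0.34), Ccna2 (0.33) and Cdk2 (0.13). In the Wnt group Fzd9 (gene ID 14371, chromosome 5 from 135248938 to 135251047), a Wnt receptor, had 284 against 13 counts (log2 -4.55, interval -5.69 to -3.97). Kremen2, a co-receptor of the Wnt inhibitor DKK1 (-3.81), Smad9, which carries BMP signals (-3.50), Ltbp1, which binds latent TGF-β (-2.45), and the Wnt target Axin2 (-2.20) were the next lowest. Wnt5a (1.99 against 4.98 CPM), Prkaa2 (0.36), Lrp6 (0.25), Ctnnb1, which encodes β-catenin (0.17), Tcf3 (0.06) and Sfrp1 (0.05) were higher. These 71 genes were chosen by the study on these libraries, so their direction is not independent evidence, and Brd4 was not lower in the P20 library labelled CKO. The P20 control used here may also not be the library plotted in Fig. 5A. Z scores read by eye from the figure correlated with those of the files at 0.15 for it, and at 0.54 to 0.92 for the other libraries. Over the 3 days 2 of the 7 SHH genes fell, Gli1 (log2 -1.75, standard error 0.21, adjusted p = 0.0181 from edgeR's quasi-likelihood test) and Cdon (-2.09, adjusted p = 0.0136), and 6 of 7 fell when adjusted over the list alone. Cdc25b fell (log2 -1.70, adjusted p = 0.0166) as the 1 gene of 28, and 11 of 36 Wnt genes fell (24 when adjusted over the list alone). These 11 were Fzd9 (-4.69, adjusted p = 0.0103), Smad9 (-3.04), Ltbp1 (-2.44), Dab2 (-1.73), Wnt7b (-1.48), Rac3 (-1.78), Wnt4 (-1.13), Ccdc88c (-2.32), Tgfb3 (adjusted p = 0.0312), Nfatc4 (-1.84) and Tle4 (-1.06). No gene of the 3 groups rose, and none of these calls held without the P20 pair or without the P70 pair. The libraries labelled CKO in which these genes were lower also held fewer reads of Cd34 and more of the hair shaft, fibroblast and endothelial genes at P20.

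**Figure D3:**
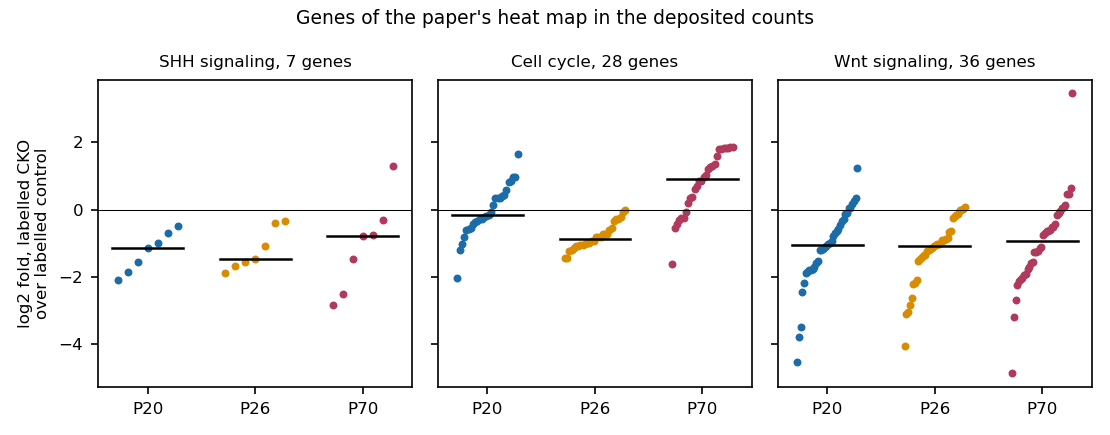
Log2 ratio, library labelled CKO over control, of each gene of Fig. 5A in the SHH (7 genes), cell cycle (28) and Wnt (36) groups on each day. Each point is a gene and the black line is the group's median, which for the cell cycle genes is -0.17 at P20.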

Similar downregulation of those genes was also observed on day 26 when follicle stem cells are at the anagen phase. Such transcriptional differences were less striking, however, on day 70, when the follicle stem cells had already entered the telogen state for 3 weeks and, therefore, are quiescent (Figure 5A). Moreover, pathway analysis (Kyoto Encyclopedia of Genes and Genomes [KEGG]) revealed that the cell cycle, Wnt, SHH, and PI3K/AKT signaling pathways were markedly downregulated in *Brd4*-depleted stem cells (Figure 5B), and gene set enrichment analysis (GSEA) further confirmed that, in *Brd4*-deleted follicle stem cells, the downregulated genes were mostly confined to the cell cycle, SHH, and Wnt signaling pathways (Figure 5C). 

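At P26 all 7 SHH genes and all 28 cell cycle genes of Fig. 5A were lower in the library labelled CKO, and so were 34 of the 36 Wnt genes. The median log2 ratios were -1.47, -0.87 and -1.07. By at least 2-fold, 5 SHH, 11 cell cycle and 21 Wnt genes were lower. Cdon was at 154 against 41.4 CPM, Gli1 at 293 against 91.6 CPM (log2 -1.67, interval -1.76 to -1.59) and Ptch1 at 169.8 against 57.5 CPM, while Ptch2 (log2 -1.47) and Btrc, a ubiquitin ligase subunit that acts on GLI proteins and β-catenin (-1.08), were lower too. The lowest cell cycle genes were the mitotic cyclin Ccnb1 (80.9 against 29.6 CPM, log2 -1.45), Cdc25b (-1.43), the S phase cyclin Ccne2 (-1.24), Cdc25c (-1.22) and the inhibitor Cdkn2c (-1.14). Fzd9 was at 21.1 against 1.14 CPM, Ltbp1 at 156 against 18.0 CPM, the kinase subunit Prkaa2 at 16.7 against 1.89 CPM, Smad9 at log2 -2.83 and Kremen2 at -2.62. Axin2 (0.07) and the Wnt co-receptor Lrp5 (0.03) were the 2 higher genes, and both were lower on library totals or the deposited FPKM, which put all 36 below the control. Scaling by totals shifts the median of all genes at P26 to -0.13 on the log2 scale (-0.12 with FPKM), from -0.01 with TMM. The groups were chosen by the study on these libraries, and Brd4 was about level in this pair. In the same pair, of 11 fibroblast genes 6 were lower and 5 higher (median log2 -2.09, interval -3.28 to 1.13). The 15 hair shaft genes had a median of -0.15 (percentile 38.53), but the 6 of them with at least 50 counts had one of 1.28 (percentile 99.86), above the random lists.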

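At P70 the 28 cell cycle genes of Fig. 5A stood mostly higher in the library labelled CKO, 21 higher and 7 lower (median log2 0.92), while 6 of 7 SHH genes and 29 of 36 Wnt genes were lower (medians -0.78 and -0.94). At this age 13 cell cycle genes were higher and 1 lower by at least 2-fold, against 3 SHH and 18 Wnt genes that were lower. The mitotic kinase Plk1 was at 11.6 against 42.5 CPM, Cdk1, which drives entry into mitosis, at 14.6 against 52.5 CPM (log2 1.84, interval 1.61 to 2.10), Aurkb of the chromosomal passenger complex at 7.91 against 28.6 CPM and the replicative helicase subunit Mcm5 at 24.1 against 85.9 CPM. Ccne1 (1.85), Cdc25c (1.81), Cdc20 (12.4 against 43.5 CPM), Ccnb2 (1.58), Cdkn2c (1.35), Cdca3 (1.31), Ccna2 (1.27), Dbf4 (1.21) and Prc1 (1.03) were higher by at least 2-fold as well. Smaller values above 0 were found for Espl1 (0.98), Rbl1 (0.86), Ccne2 (0.85), Ccnb1 (0.70), Pkmyt1 (0.61), Cdk6 (0.39), Chek2 (0.35) and Fzr1 (0.20). Cdc25b was lower, at 112 against 36.5 CPM (log2 -1.61), followed by Anapc10 (-0.56), Rad51c (-0.42), Ccnd3 (-0.33) and Cdkn2d (-0.26). Among the SHH genes Btrc was at 55.3 against 7.55 CPM, Cdon at 196 against 34.3 CPM and Gli1 at 332 against 120.2 CPM, with Gli2, a SHH effector (-0.78), and Gas1 (-0.77) lower by less than 2-fold, and Ptch2 was higher (22.0 against 54.6 CPM). Fzd9 (log2 -4.88), Ccdc88c, a Dishevelled-binding protein (-3.19), Smad9 (-2.68), Nfatc4 (-2.26) and Lefty1 (-2.14) were the lowest Wnt genes. Wnt5a (0.712 against 9.48 CPM), Smad7 (0.65), Wnt6 (0.47), Lrp5 (0.46), Ctnnb1 (0.14), Tcf7 (0.07) and Axin2 (0.03) were higher, and 31 of 36 were lower on library totals or FPKM. Spread was compared over the 13101 genes with a mean of at least 10 counts across the 6 libraries. Their log2 ratios had an SD of 1.33 at P20, 0.95 at P26 and 1.38 at P70, and a median absolute value of 0.455, 0.376 and 0.566. Counting error alone gave an SD of 0.213, 0.218 and 0.204, and control libraries of different days differed by an SD of 0.841 (P20 and P70) to 1.07 (P20 and P26). At the same age Krt71 of the inner root sheath was at 15.0 against 416 CPM and the germ and matrix factor Lef1 at 1.50 against 24.2 CPM. As at P20, Brd4 was not lower in the P70 library labelled CKO, and the groups were the study's choice on these libraries. The difference between the days was not tested, as it leaves no residual degrees of freedom.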

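In lists of pathway genes taken from textbook knowledge, hedgehog genes were lower in the libraries labelled CKO on all 3 days. G1/S and G2/M genes were higher at P20 and P70 and lower at P26. The median of the Wnt genes lay near 0 at P20 and P26, but single genes moved both ways. By at least 2-fold, 20 Wnt genes were lower and 15 higher at P20, and 10 lower and 14 higher at P26. The targets of TNF and NF-κB were higher on all 3 days, and PI3K/AKT genes at P20 and P26, while their P70 value depended on the count minimum. Of 33 hedgehog genes 22 were lower at P20 (median log2 -0.48, percentile 0.02 of the random lists), 21 of 32 at P26 (-0.29, and -0.19 at percentile 3.13, inside the random lists, with no filter) and 20 of 33 at P70 (-0.40). The co-receptor Boc (605 against 161 CPM) and the SHH-binding target Hhip (7.56 against 1.94 CPM) were lower at P20, and Hhip was at 32.3 against 1.45 CPM at P26. At P70 cyclin Ccnd1 (81.5 against 360 CPM) was higher and Shh itself had 0 against 52 counts. The hedgehog list fell over the 3 days (median log2 -0.40, camera adjusted p = 0.00605, and adjusted p = 0.43 with an estimated correlation), 3 of its 32 genes fell and none rose (4 fell when adjusted over the list alone), and 7 of its genes are also in Fig. 5A. It was the 1 list of 31 that fry called (adjusted p = 0.00216), and that call held without P20 (0.0205) but ended without P26 (0.176) and without P70 (0.347). Of 25 G1/S genes 20 were higher at P20 (median log2 0.34, percentile 97.86), 23 lower at P26 (-0.41, 0.09) and 22 higher at P70 (1.21, 100). Of 50 G2/M genes 34 were higher at P20 (0.45), 49 lower at P26 (-0.73) and 48 higher at P70 (1.50), among them Spc25 of the kinetochore (1.78 against 10.6 CPM at P20, 41.5 against 14.9 CPM at P26) and the mitotic regulator Foxm1 (21.3 against 106 CPM at P70). The G1/S repressor E2f8 was at 5.77 against 17.2 CPM at P20. DNA replication genes were lower in 35 of 45 at P20 (-0.40, percentile 0.07), with Tyms, which makes dTMP, at 84.2 against 33.2 CPM, and in 41 of 45 at P26 (-0.37), and higher in 40 of 45 at P70 (0.90), with Pole of the leading-strand polymerase at log2 2.12. At P70, 18 of 23 genes of the hair germ and matrix were higher as well (median 1.68), as were the hair shaft genes. In Fig. 5A are also 8 of the G1/S, 12 of the G2/M and 1 of the DNA replication genes. None of these 3 cell cycle lists passed the test over the 3 days (camera adjusted p = 0.226, 0.149 and 0.936). Leaving out P26 made the G1/S list (0.00661) and the G2/M list (1.81e-05) higher past the threshold, and leaving out P70 made the DNA replication list lower past it (0.000852), but with an estimated correlation these calls ended (adjusted p = 0.739, 0.728 and 0.728). Of 74 Wnt genes 37 were lower at P20 (median log2 -0.05), 35 of 70 at P26 (0.01) and 33 of 74 at P70 (0.25), and the list did not pass over the 3 days (camera adjusted p = 0.651), with 5 genes that fell and 3 that rose among 69 (13 and 8 when adjusted over the list alone). Fig. 5A holds 19 genes of this list. The receptor Lgr6 (256 against 22.4 CPM) and the Wnt effector Lef1 (50.0 against 6.50 CPM) were lower at P20, and Prickle1 of the planar polarity branch (0.42 against 38.2 CPM) and the inhibitor Dkk2 (log2 4.93) were higher. PI3K/AKT genes were higher in 68 of 106 at P20 (median 0.26, percentile 99.96), 62 of 99 at P26 (0.25) and 65 of 109 at P70 (0.32, percentile 99.7). At P70 the median was 0.10 (percentile 63.67) with at least 50 counts and 0.24 (percentile 96.59) with no filter, inside the random lists. The list did not pass over the 3 days (camera adjusted p = 0.221, and 0.0092 without P26, a call that ended with an estimated correlation, at an adjusted p = 0.655), with 3 genes that fell and 8 that rose of 96 (8 and 10 when adjusted over the list alone). The growth factor Fgf1 (293 against 15.0 CPM at P20) and the laminin chain Lamb3 (824 against 205 CPM) were lower, and the collagen Col6a3 (0.63 against 58.5 CPM) and Thbs1 (82.6 against 2804 CPM at P26), both matrix proteins that signal to PI3K through integrins, were higher. Of this list 33 genes are also in another list, including fibroblast genes, which were higher at P20 and P70. TNF and NF-κB targets were higher in 21 of 26 at P20 (median 0.97), 23 of 26 at P26 (1.87) and 23 of 28 at P70 (1.33), above every random list on each day. The chemokine Cxcl1 (4.83 against 44.6 CPM) and the inhibitor Tnfaip3 (52.7 against 225 CPM) were higher at P20, and Tnf itself at P26 (2.25 against 45.0 CPM). This list rose over the 3 days (camera adjusted p = 8.66e-08, and adjusted p = 0.43 with an estimated correlation), and 6 of its 23 genes rose (13 when adjusted over the list alone). Another list holds 12 of its 31 genes. By camera 11 of the 31 lists were called, 2 lower and 9 higher, and none was called with an estimated correlation. Other groupings of the 6 libraries gave 7 to 16 camera calls, so these calls do not set genotype apart. Brd4 itself was not lower in the libraries labelled CKO at P20 or P70. From the lower expression of these pathways in its own analysis, together with BrdU uptake and cell death in the mice, the paper concludes that BRD4 has a key role in HFSCs around the passage from telogen to anagen.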

We then accessed the published sequencing database (27), identified super enhancer elements in follicle stem cells, and examined epigenetic features of genes in the above-mentioned signaling pathways, as well as lineage-specific transcription factor occupancy. We observed that, in normal follicle stem cells, there were enhanced H3K27ac ChIP-Seq peaks (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.164534DS1). Quantitative PCR (qPCR) showed that, in *Brd4*-deleted follicle stem cells, genes critical to follicle stem cell activation and proliferation were dramatically downregulated (Supplemental Figure 1B).

To further assess the survival and proliferation of *Brd4-*deleted follicle stem cells in vivo, we treated the control and *Rag1^–/–^* CKO mice with BrdU, as depicted in Figure 5D, and examined BrdU incorporation into proliferating HFSCs. As shown in Figure 5E, follicle stem cells in control mice, marked as CD34^+^Sca1^–^, showed significant BrdU uptake (~38%), suggesting a state of active proliferation. In contrast, the stem cells from *Rag1^–/–^* CKO mice completely failed to uptake BrdU, indicating a state of quiescence (Figure 5E). Remarkably, staining for cell death using the TUNEL assay revealed increased follicle cell death in *Rag1^–/–^* CKO mice as compared with the controls (Figure 5F, red arrows). This finding helps explain the collapsed hair follicle structures observed in *Rag1^–/–^* CKO mice (Figure 4C). Together, these data identify a key role for BRD4 in HFSCs, especially during the telogen-anagen transition.

### γδ T cells mediate dermatitis via production of IL-17 and IFN-γ.

Since the *Brd4^fl/fl^ Ox40-Cre* mice develop severe skin inflammation, whereas the *Rag1^–/–^* CKO mice exhibit alopecia without skin inflammation, we then examined the identity of T cells and to what extent they mediate the skin inflammation in *Brd4^fl/fl^ Ox40-Cre* mice. We firstly extracted lymphoid cells from the skin of *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice (12 weeks old) and analyzed them with flow cytometry by gating onto the CD4^+^ and γδ^+^ T cells (major skin resident subsets). We found that the γδ^+^ T cells did not express OX40 (Supplemental Figure 2A), but they had an activated phenotype in *Brd4^fl/fl^ Ox40-Cre* mice and produced elevated levels of IL-17 (both IL-17A and IL-17F) and IFN-γ as compared with those in the control *Ox40-Cre* mice (Figure 6A). The CD4^+^ T cells in the skin had a barely detectable IL-17 and IFN-γ production, regardless of *Brd4* deletion (Supplemental Figure 2B). Immunofluorescence staining of the skin tissue further confirmed the increased production of IL-17 in the epidermis of *Brd4^fl/fl^ Ox40-Cre* mice (Figure 6B), suggesting that γδ^+^ T cells are likely the effector cells in skin inflammation in conditional *Brd4*-deleted mice.

To further determine the pathological role of γδ^+^ T cells in our model, we performed a series of adoptive cell transfer experiments, where the γδ^+^ T cells sorted by FACS from WT B6 mice were adoptively transferred into *Rag1^–/–^ Ox40-Cre* controls and *Rag1^–/–^* CKO recipients, and the recipient mice were evaluated for skin pathologies (Figure 6C). As shown in Figure 6D, the *Rag1^–/–^* CKO mice that received the γδ^+^ T cells developed prominent skin inflammation, characterized by inflammatory cell infiltrates, epidermal hyperplasia, and follicle destruction, while the control recipients displayed normal skin structures with well-organized hair follicles regardless of γδ^+^ T cell transfer. When the clinical scores were tabulated during the 4-week study period, the *Rag1^–/–^* CKO mice transferred with γδ^+^ T cells showed far more severe skin diseases as compared with the control mice (Figure 6E). Moreover, intracellular staining for IL-17 expression by the transferred γδ^+^ T cells showed that γδ^+^ T cells in the *Rag1^–/–^* CKO mice produced much higher levels of IL-17 than those in the *Rag1^–/–^ Ox40-Cre* control mice (Figure 6F). These results suggest that death of follicle stem cells in *Brd4^fl/fl^ Ox40-Cre* mice drives activation of the skin γδ^+^ T cells and their enhanced production of IL-17, together mediating the skin pathologies.

### The impaired Tregs in Brd4^fl/fl^ Ox40-Cre mice further contribute to skin inflammation.

Since most Foxp3^+^ Tregs express OX40 and BRD4 under homeostatic conditions, we further examined whether the conditional *Brd4* deletion in Tregs would affect their functions and how that would contribute to the disease process in *Brd4^fl/fl^ Ox40-Cre* mice. As shown in Figure 7A, in an in vitro suppression assay, Foxp3^+^ Tregs from the *Brd4^fl/fl^ Ox40-Cre* mice were inferior at suppressing T effector cells as compared with those from the *Ox40-Cre* control mice. We observed a further impairment of Foxp3^+^ Tregs from *Brd4^fl/fl^Cd4-Cre* mice in terms of their suppressive functions. We also performed adoptive Treg transfer assay, where Tregs from control mice (CD45.1^+^) were transferred into *Brd4^fl/fl^ Ox40-Cre* mice (CD45.2^+^) on P26, and the host mice were then followed for 6–10 weeks after Treg transfer (Figure 7B). As shown in Figure 7C, the transferred CD45.1^+^ Tregs survived long-term in the *Brd4^fl/fl^ Ox40-Cre* recipients and maintained strong Foxp3 expression, whereas the host Tregs (*Brd4*-deleted Tregs) showed markedly reduced Foxp3 levels. Accordingly, CD4^+^ effector memory cells declined in frequency upon transferring functional Tregs (Figure 7C). As a result, the clinical signs of dermatitis were significantly improved in Treg-transferred *Brd4^fl/fl^ Ox40-Cre* mice as compared with those without Treg transfer (Figure 7D). Notably, at 10 weeks of age, the *Brd4^fl/fl^ Ox40-Cre* mice that received CD45.1^+^ Tregs had markedly reduced dermatitis and hair loss; similar findings were observed at 14 weeks of age, which contrasted sharply with those without Treg transfer (Figure 7E). Histologically, skin tissues in Treg-transferred hosts revealed reduced epidermal hyperplasia and reduced inflammatory cell accumulation, as well as better-organized hair follicles, as compared with *Brd4^fl/fl^ Ox40-Cre* mice without Treg transfer (Figure 7F). Furthermore, adoptive transfer of Tregs also suppressed the activation of γδ^+^ T cells and their production of the inflammatory cytokines IL-17 and IFN-γ (Figure 7G), and such a suppression of inflammatory cytokines was also observed in the host spleen and lymph nodes (Supplemental Figure 2, C and D). Collectively, these results suggest that deletion of *Brd4* in Tregs (*Ox40-Cre* mediated) weakens their regulatory functions, which contributes to γδ T cell activation and skin inflammation.

## Discussion

In the present study, we demonstrate that conditional deletion of *Brd4* using the *Ox40-Cre* recombinase induces tissue-specific skin inflammation characterized by profound alopecia and dermatitis. We provided strong evidence that the *Ox40-Cre* activities are present not only in the immune cells, but also in the HFSCs (nonimmune cells) and that the development of alopecia and dermatitis is mediated by very different mechanisms. Conditional deletion of *Brd4* in hair follicle stem cells inhibited their proliferation during hair growth cycles, which constitutes the underlying mechanisms of alopecia. Additionally, deletion of *Brd4* in follicle stem cells also rendered them sensitive to cell death, which in turn triggered the activation of γδ T cells and production of potent inflammatory cytokines, including IL-17A, IL-17F, and IFN-γ, that subsequently mediate skin inflammation. We also found that conditional deletion of *Brd4* in Foxp3^+^ Tregs, which constitutively express OX40 (7), impaired their suppressive functions both in vitro and in vivo, and this Treg defect further contributed to the enhanced activation of γδ T cells in the skin and, consequently, severe dermatitis. Thus, our data reveal potentially novel insights into the roles of BRD4 in the control of both immune cells and nonimmune cells in tissue-specific skin inflammation.

OX40 as a T cell costimulatory molecule involved in regulating T cell responses has been extensively studied in both clinical and preclinical models (28). The finding that OX40 signaling also regulates HFSCs via the chromatin reader BRD4 is highly interesting. In our lineage-tracing studies using the *Rosa26-Yfp* reporter mice, we provide strong evidence that the HFSCs constitutively express substantial *Ox40-Cre* activities as marked by the YFP expression (Figure 2). Others have also reported that deletion of either Pdk1 kinase or IkB kinase-2 using the same Ox40-Cre results in impaired skin epidermis and keratinocytes (29, 30), thus further supporting the importance of OX40 activities in skin homeostasis. However, the identification of BRD4 under the control of OX40 signaling in regulation of HFSCs is novel, to our knowledge. The hair growth cycle is tightly regulated under physiological conditions, where the follicle stem cells, which normally reside at the bulge region of hair follicles (22, 23), transition through distinct phases of activation (31), and through interactions with adjacent cells including hair germ cells, they transition from being quiescent in the telogen phase to becoming activated in anagen phase and then fuel hair regeneration (25, 26). It has been reported that the telogen-to-anagen transition involves the activation of Wnt/β-catenin/Lef1 and SHH signaling pathways, as well as cell cycle regulators (32–36). Indeed, our RNA-Seq analysis comparing transcriptional profiles between control and *Brd4*-deleted HFSCs shows that all those signaling pathways were strongly impacted by *Brd4* deletion (Figure 5). Previous studies using ChIP-Seq profiling demonstrate the importance of signal-dependent transcription factors in choreographing follicle stem cell lineages via chromatin modifications (37). We explored the published super enhancer database in follicle stem cells (27), and we found that some lineage transcription factors (*Lhx2*, *Nfib*, *Sox9*, *Dlx3*) and key signaling factors (*Lef1*, *Frfr2*, *Id1*, *Lgr4* for Wnt pathway; *Gas1*, *Hes1*, *Gli1*, *ptch2* for SHH pathway; *Cdk4*, *Ccne1*, *Aurkb* for cell cycling) that are known to regulate follicle stem cells showed extensive H3K27ac modifications (Supplemental Figure 1A). This finding suggests that, in HFSCs, activation of those genes may critically depend on BRD4, which acts as a key chromatin reader recognizing the acetylated H3K27 to activate gene transcription (38–40). Thus, in the absence of BRD4, the follicle stem cells may fail to activate those signaling pathways and, consequently, fail to proliferate and die. These events collectively result in the collapse of hair follicle and the emergence of alopecia.

Another important finding is that the tissue pathology in *Brd4^fl/fl^ Ox40-Cre* mice is restricted to the skin, as other tissues and organs did not show any signs of local inflammation. The skin inflammation involves the activation of γδ T cells, and their activation and the subsequent production of inflammatory cytokines depend on the death of follicle stem cells, thus highlighting a complex network of cellular interactions in the induction of dermatitis. In a series of experiments involving adoptive T cell transfer, chimeric mice, and the *Rag1^–/–^* mice where *Brd4* was deleted in HFSCs, we demonstrated that deletion of *Brd4* in the *Rag1^–/–^* hosts abrogated hair growth and regeneration without the induction of dermatitis, but adoptive transfer of γδ T cells into those mice readily capitulated dermatitis as observed in *Brd4^fl/fl^ Ox40-Cre* mice. However, the same γδ T cells transferred into unmanipulated *Rag1^–/–^* mice, which have normal healthy hair stem cells, failed to trigger dermatitis (Figure 6). It is well known that the skin hosts large numbers of γδ T cells that are highly responsive to changes in their local milieu (i.e., sentinel cells) (41). Thus, death of follicle stem cells may activate local γδ T cells through the release of damage associated molecules (42, 43), which further drives skin inflammation. Interestingly, the γδ T cells are also the targets of Tregs, where functionally capable Tregs could inhibit the activation of γδ T cells, as well as γδ T cell–mediated skin inflammation (Figure 7). As Tregs constitutively express OX40, and *Ox40-Cre*–mediated deletion of *Brd4* in Tregs compromised their suppressive functions, this Treg defect in *Brd4^fl/fl^ Ox40-Cre* mice allowed hyperactivation of γδ T cells in situ, thus further contributing to the development of dermatitis and hair follicle destruction.

The exact mechanisms of how BRD4 regulates Tregs remain to be defined in future studies. But recent studies suggest a fundamental role of chromatin modifications, even before the expression of Foxp3, in the development of Foxp3^+^ Tregs (44). In fact, Sakaguchi and colleagues recently reported that the pioneering factor Satb1 critical to Treg induction is under the control of super enhancers (45). Thus, it is conceivable that the defects in Tregs following *Brd4* deletion may be due to the disruption of super enhancer elements. Similarly, the cell types in the skin hair follicles that express the ligand for OX40 (OX40L) that engages OX40 on follicle stem cells are also unknown. In the immune system, OX40L is abundantly expressed by antigen-presenting cells, especially DCs (46); whether similar cell types are present in the hair follicles, particularly during skin inflammation, remains to be defined. Additionally, a better understanding of the enhancer landscapes in follicle stem cells, especially in different phases of activation, and the precise roles of chromatin modifiers involved will have major implications in management of skin diseases, including alopecia.

Our studies may have important clinical implications in several disease settings. Preserving OX40 signaling and BRD4 functions is critical in hair follicle stem cell fitness, survival, and proliferation, which has implications in treatment of hair loss and alopecia. Thus, therapies that either block OX40 (in autoimmune diseases, transplant rejection) or stimulate OX40 signaling (e.g., cancer immunotherapies) may have unintended complications in the skin. Also, γδ T cells are key mediators in inflammatory skin diseases, including psoriasis, as they are major sources of the inflammatory cytokine IL-17 (47, 48). γδ T cells are highly sensitive to changes in the local environment, including death of follicle stem cells; targeting the activation of γδ T cells and/or their inflammatory products is a viable therapeutic approach in treatment of skin inflammation. Furthermore, considering the role of BRD4 in Tregs, modulating Treg functions by targeting BRD4 may have important therapeutic implications in autoimmune diseases and cancer therapies.

## Methods

### Mice.

*Brd4^fl/fl^*, *Ox40-Cre*, *Cd4-Cre*, *Rosa26^fl/fl^-Yfp*, *Rag1^–/–^*, and *CD45.1* congenic mice were obtained from The Jackson Laboratory. *Ox40-Cre* and *Cd4-Cre* mice were bred with *Brd4^fl/fl^* mice to generate *Brd4^fl/fl^ Ox40-Cre* and *Brd4^fl/fl^Cd4-Cre* mice at our animal facility. *Rosa26^fl/fl^-Yfp* mice were crossed with *Ox40-Cre* mice to generate *Rosa26^fl/fl^-Yfp–Ox40-Cre* mice. *Rag1^–/–^* mice were crossed with *Ox40-Cre* mice to generate *Rag1^–/–^ Ox40-Cre* mice, which were further bred with *Brd4^fl/fl^* mice to generate *Rag1^–/–^* CKO mice. *CD45.1* congenic *Foxp3gfp* mice were bred to harvest GFP-tagged Tregs by cell sorting for the purpose of adoptive cell transferring. All animals were maintained in specific pathogen–free conditions at Houston Methodist Hospital.

### Disease scoring.

The skin diseases were scored based on 2 aspects: hair loss and dermatitis conditions. The degree of hair loss was recorded as a relative percentage over healthy control mice, where no hair loss was designated as 0; 1, < 30% hair loss; 2, 30%–70% hair loss; and 3, > 70% hair loss. For dermatitis scoring, each of the following signs was assessed: skin dryness, thickening, crusting, and eruption as 0, none; 1, mild; 2, moderate; and 3, severe. The scores were added and presented in line graphs over time. The total disease score was the sum of 2 individual attributes with the maximum combined score as 6 in each group.

### Hair growth cycle analysis.

Mouse hair growth cycles were documented by photographs after birth. Anagen was determined by darkening of the skin followed by hair growth. The back skin of mice was shaved with an electric clipper to reveal skin color changes and hair coat recovery. Once the hair coat recovery reached about 90% of the back skin, the mice were shaved again to monitor the entry into the next anagen phase. To assess the length of each hair cycle phase (telogen, anagen, catagen), skin color changes were documented every 2–3 days.

### Isolation and analysis of HFSCs.

For isolation of HFSCs, mouse dorsal skin was dissected, and the fat layer was removed using a surgical scalpel. The skin was incubated in trypsin (Thermo Fisher Scientific, 15090-046; 0.25%) for 1.5 hours in a 37°C incubator. A single-cell suspension was obtained by scraping the upper side and filtering. Cells were centrifuged for 5 minutes at 500*g* at 4°C, resuspended in DMEM with 5% FBS, and stained for 15–20 minutes. The following antibodies were used for surface staining: CD49f (Itgα6), CD34, Sca-1, and CD45 (Table 1). The HFSCs were identified as CD45^−^Itgα6^+^CD34^+^Sca-1^−^ cells.

### Tissue histology and immunofluorescence.

All H&E staining and TUNEL staining were performed by the Human Tissue Acquisition and Pathology core at Baylor College of Medicine (Houston, Texas, USA). For immunofluorescence, fresh skin samples were embedded in OCT compound (Thermo Fisher Scientific, 4585) overnight at –80°C. The next day, the embedded samples were processed as frozen sections to approximately 10 μm and then fixed in 4% paraformaldehyde (PFA; Invitrogen, FB002) for 15 minutes at room temperature and immersed twice in PBS for 5 minutes each time. The slides were then blocked with blocking buffer (5% FBS and 0.2% Triton X-100 in PBS) for 1 hour and incubated with primary antibodies overnight in humid box at 4°C. The next day, the slides were immersed in blocking buffer for 5 minutes and incubated with secondary antibodies for 2 hours at room temperature. The slides were washed twice in PBS for 5 minutes each time and mounted with mounting agent (Fluoromount-G, with DAPI; Invitrogen, 00-4959-52). The following antibodies and dilutions were used: keratin 14 (Santa Cruz Biotechnology Inc., sc53253, 1:200), CD3 (BioLegend, 100236, 1:200), IL-17A (BioLegend, 506904, 1:200), Alexa Fluor Plus 488 (Invitrogen, A32723, 1:300), and Alexa Fluor Plus 647 (Invitrogen, A32728, 1:300). DAPI was used as a counterstain for the nucleus.

### Flow cytometry and cell sorting.

For peripheral circulating lymphocytes, single-cell suspensions were prepared from spleens or lymph nodes by mechanical disruption and filtration. RBCs were lysed with ACK Lysing Buffer (Thermo Fisher Scientific, A10492-01). For skin-specific lymphocytes, mouse dorsal skin was harvested and minced with scissors, and it was then digested with Collagenase I (MilliporeSigma, SCR103; 3 mg/mL in DMEM) and DNase I (Invitrogen; 60μg/mL) at 37°C for 1 hour on an orbital shaker. Single-cell suspensions were obtained by filtration and gradient centrifugation using 44% Percoll buffer (Percoll PLUS, GE Healthcare, 17-5445-01).

For surface staining, single-cell suspensions were first stained with Zombie Aqua Viability Dye (BioLegend), followed by Fc blocking with anti–mouse CD16/32 (eBioscience, 14-0161-82), and then stained with the appropriate antibodies. For intracellular cytokine staining, CD4 and γδ T cells were stimulated for 4 hours with phorbol 12-myristate 13-acetate (50 ng/mL) and ionomycin (550 ng/mL; Sigma-Aldrich) in the presence of GolgiStop (BD Pharmingen). Cells were then fixed and permeablized with Foxp3 staining buffer set (Invitrogen, 00-5523-00) or BD Phosflow reagents (catalogs 557870 and 558050) to preserve the YFP sign, and they were then stained with antibodies as indicated according to manufacturer instructions. For flow cytometry analysis, all data were acquired using LSRII. Cell sorting was performed on BD FACSAria instrument. Data were analyzed with FlowJo v10 software. Antibodies used in Flow cytometry and cell sorting are listed in Table 1.

### BrdU treatment.

The back skin of *Rag1^–/–^* and *Rag1^–/–^* CKO mice was shaved on P20 to ensure hair cycle at the telogen stage. BrdU (BioLegend; 50 mg/kg) was administered by i.p. injection. BrdU was given at days 20, 21, and 22 consecutively before the hair cycle entered anagen stage to allow a chase period until hosts’ back skin darkened. BrdU-labeled cells were analyzed on P28.

### Adoptive cell transfer and BM chimera.

Total T cells were purified from the spleens and lymph nodes of *Ox40-Cre* or *Brd4^fl/fl^ Ox40-Cre* mice by mouse depletion Dynabeads (Invitrogen, 11413D). γδ T cells were further sorted using FACS. Total T cells (10 × 10^6^ per mouse) or γδ T cells (1 × 10^6^ per mouse) were transferred to *Rag1^–/–^* or *Rag1^–/–^* CKO recipients via tail vein injection. For BM chimeric experiments, BM cells isolated from the femurs and tibia of *Ox40-Cre* or *Brd4^fl/fl^ Ox40-Cre* mice were transferred i.v. into *Rag1^–/–^* or *Rag1^–/–^* CKO recipients irradiated with 5 Gy using an RS2000 irradiator (Red Source Technologies Inc.) 4 hours before BM cell transfer.

### qPCR and RNA-Seq.

HFSCs from *Rag1^–/–^* or *Rag1^–/–^* CKO mice were sorted, spun down, and dissolved in TRIzol (Invitrogen, 10296028), and total RNA was harvested by means of the Direct-zol RNA MicroPrep Kit (Genesee Scientific, 11-330MB). Total RNA quality was determined with a spectrophotometer (Thermo Fisher Scientific, NanoDrop 2000). cDNA was then synthesized using iScript Reverse Transcription Supermix (Bio-Rad, 1708841), and qPCR was performed using SYBR Green Supermix (Bio-Rad, 1725275). Data were normalized to the expression of housekeeping GAPDH genes, and the relative abundance of transcripts was calculated by the 2^–ΔCT^ method. All primer sequences are listed in Table 2.

For RNA-Seq studies, HFSCs were sorted on day 20, day 26, and week 10 after the mice were born. For all samples, polyA^+^ RNA was isolated and RNA-Seq analysis was performed by BGI. Heatmaps, KEGG pathways, and GSEA were generated using Dr. Tom platform (https://biosys.bgi.com/). The RNA-Seq data sets were deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GSE213603).

### Statistics.

Statistical analysis was performed using GraphPad Prism software, version 7. For 2-group comparisons, 2-tailed Student’s *t* test was used to generate *P* values. Multiple sample comparisons were made using 1-way ANOVA. For all statistical tests, *P* < 0.05 was defined as statistically significant.

### Study approval.

All animal studies were reviewed and approved by the IACUC at Houston Methodist Hospital, Texas Medical Center, in accordance with institutional guidelines.

## Author contributions

MW, YY, and XX designed the studies, performed experiments, and tabulated the data. PRA, GW, and XC assisted in experiments and data interpretation. RMG provided helpful discussions. XCL, MW, and XX wrote the manuscript. XCL supervised the project and finalized the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
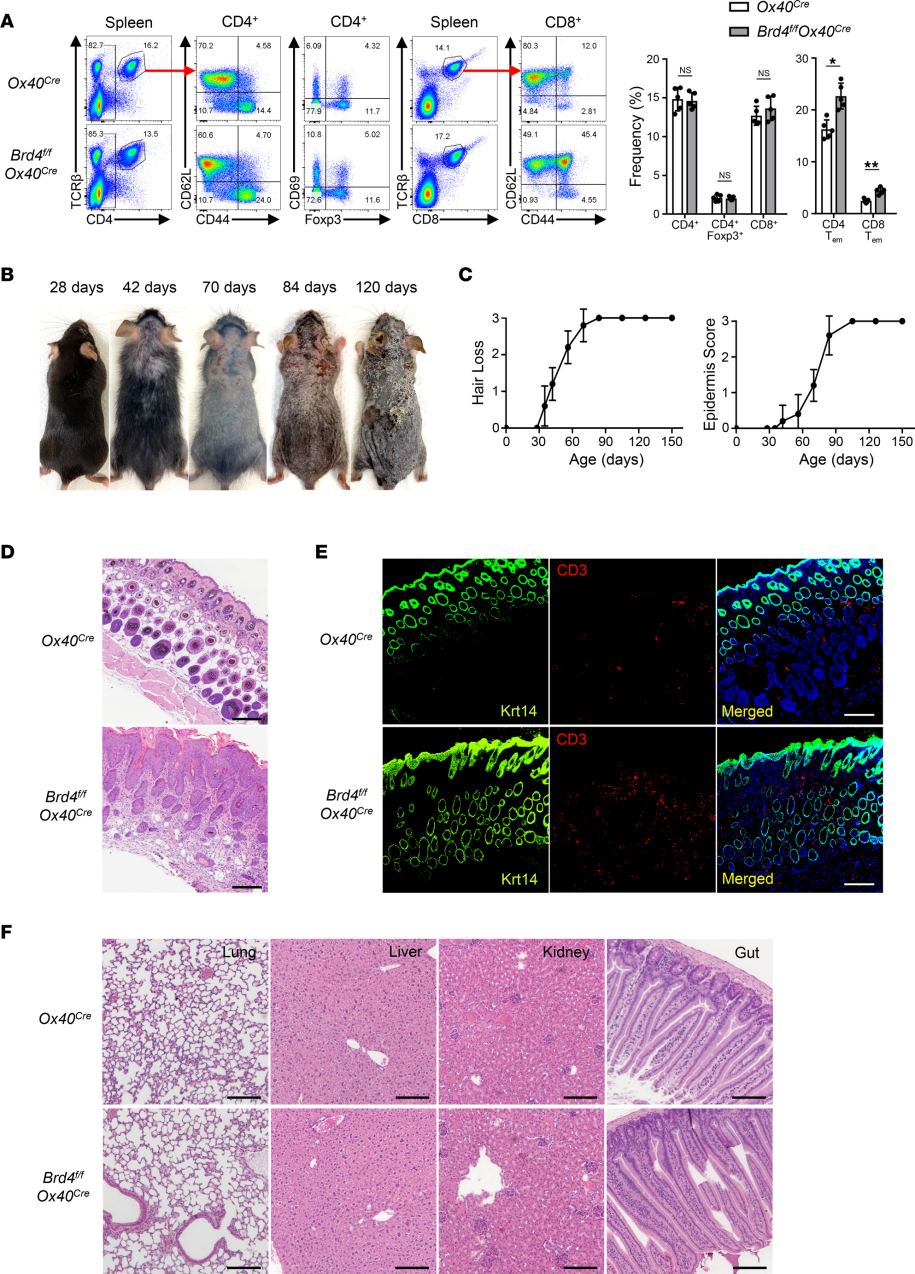
Deletion of *Brd4* using the *Ox40-Cre* recombinase results in progressive skin diseases. (**A**) Flow cytometric analysis of spleen CD4^+^, CD8^+^, Foxp3^+^, and memory T cells from 5-week-old *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice (left) and compiled data of all experiments in histograms (right). *n* = 5. (**B**) Gross appearance of dorsal skin of *Brd4^fl/fl^ Ox40-Cre* mice on P28, P42, P70, P84, and P120, showing progressive skin pathologies. (**C**) The relative score of hair loss (left) and epidermis score (right) calculated from *Brd4^fl/fl^ Ox40-Cre* mice over time. *n* = 5–7. (**D**) H&E staining of skin sections from *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice. Scale bar: 150 μm. (**E**) Immunofluorescence staining of keratin 14 (green) and CD3 (red) together with DAPI (third column) in dorsal skin sections from *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice. Scale bar: 120 μm. (**F**) H&E staining of tissue sections from *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice as indicated. Scale bar: 150 μm. Mice were at the age of 84 days (**D**–**F**). Data shown are representative results from 3 experiments (**A** and **D**–**F**) and 5 experiments (**B**). Graphs are shown as mean ± SD. *P < 0.05, **P < 0.01, by 2-tailed Student’s *t* test (**A**).

**Figure 2:**
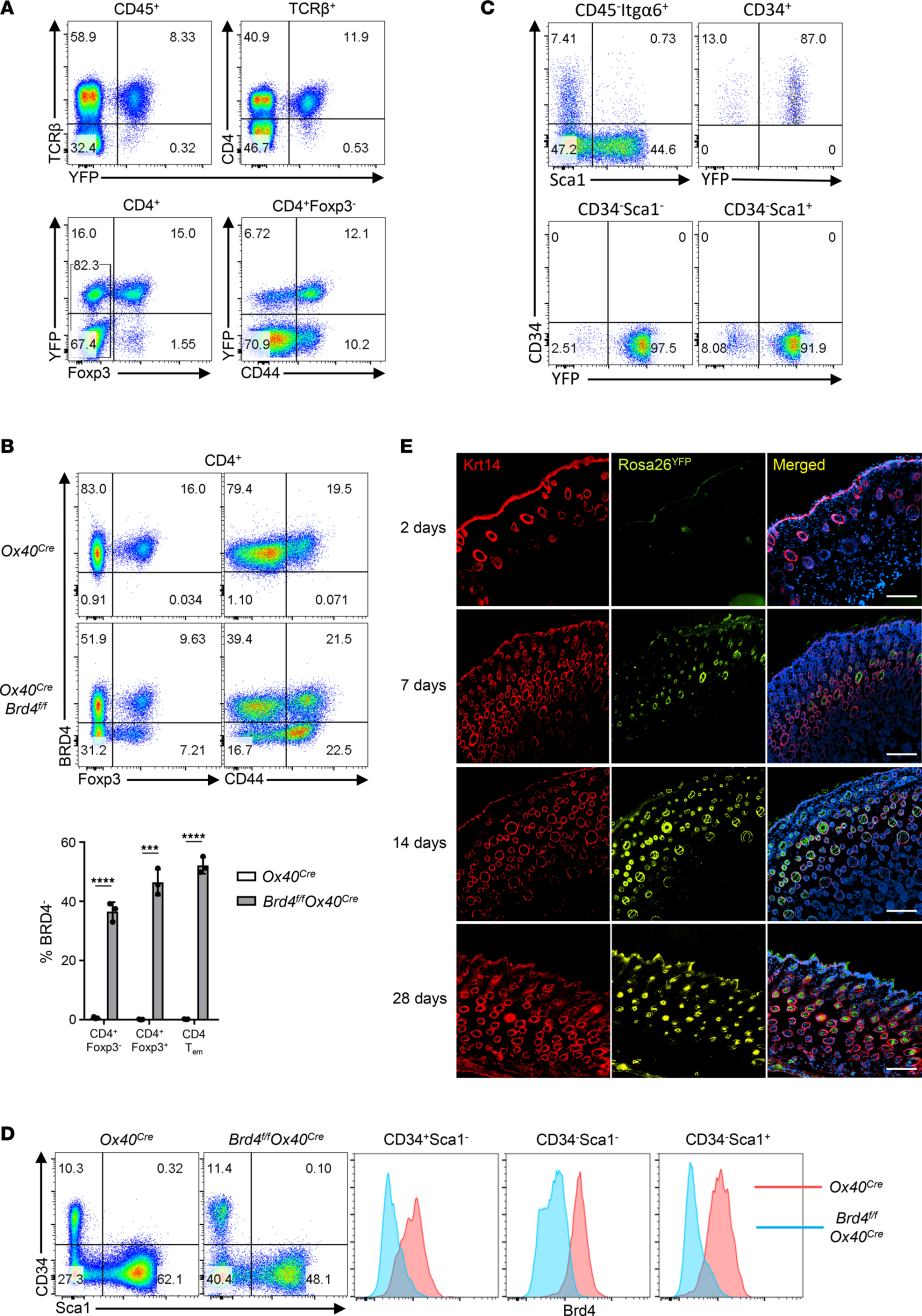
Genetic lineage tracing of OX40-expressing cells in the immune system and skin parenchyma. (**A**) Flow cytometric analysis of *Rosa26-YFP*^+^ cells in peripheral lymph nodes from *Rosa26^fl/fl^-Yfp*–*Ox40-Cre* mice gated on lymphoid lineage (CD45^+^) live cells. *n* = 5. (**B**) Flow cytometric analysis of intracellular BRD4 expression in CD4^+^ cells gated on TCR-β^+^ cells in lymph nodes of *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice (top), and the percentage of BRD4^–^ cells in the bar graph (bottom). *n* = 3. (**C**) Flow cytometric analysis of *Rosa26-YFP*^+^ skin parenchymal cells (CD45^–^Itgα6^+^) isolated from dorsal skin of *Rosa26^fl/fl^-Yfp*–*Ox40-Cre* mice. HFSCs were marked as CD45^–^Itgα6^+^CD34^+^Sca1^–^. *n* = 5. (**D**) Intracellular expression of BRD4 in follicle stem cells gated onto the CD45^–^Itgα6^+^ live cells isolated from dorsal skin of *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice. *n* = 3. Mice were at the age of 8 weeks (**A**–**D**). (**E**) Immunofluorescence of keratin 14 (red) and YFP (green), and both merged with DAPI staining (third column) in dorsal skin sections of *Rosa26^fl/fl^-Yfp*–*Ox40-Cre* mice at the indicated ages. Data shown in all panels are representative results from 3 experiments. Graphs are shown as mean ± SD. ***P < 0.001, ****P < 0.0001, by 2-tailed Student’s *t* test (**B**).

**Figure 3:**
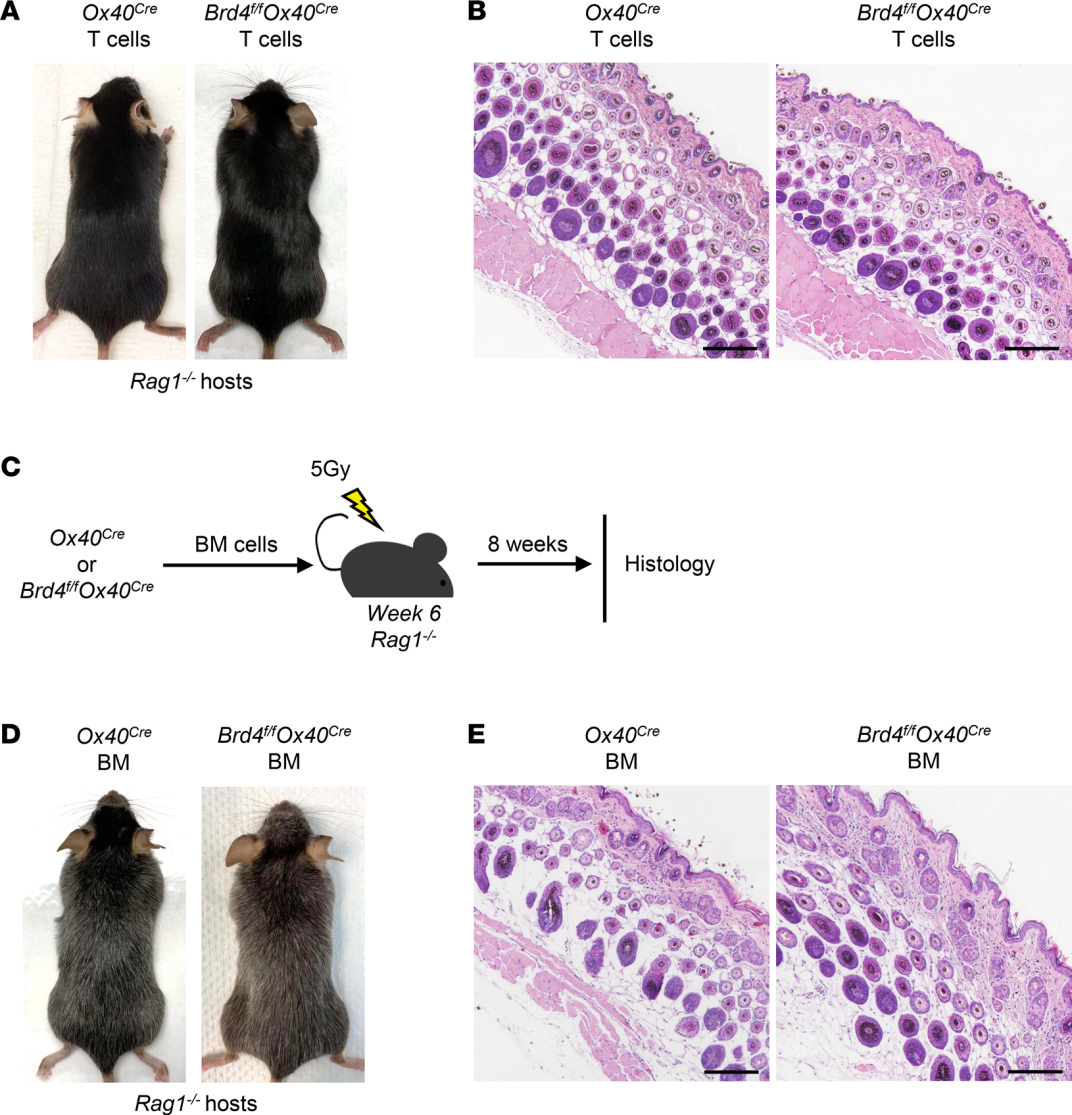
Deletion of *Brd4* in T cells or hematopoietic stem cells alone is not sufficient to trigger skin pathology. (**A**) Gross appearance of 4-week-old *Rag1^–/–^* recipients 6 weeks after transfer of T cells from *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice. (**B**) Skin histology (H&E staining) of *Rag1^–/–^* mice injected with *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* T cells. Scale bar: 150 μm. (**C**) Schematic diagram of BM chimeric procedure in 6-week-old *Rag1^–/–^* recipients. (**D**) Gross appearance of *Rag1^–/–^* recipients 6 weeks after reconstitution with BM cells from *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice. (**E**) Skin sections (H&E staining) of recipient mice reconstituted with *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* BM cells. Scale bar: 150 μm. The data are representative of at least 3 independent experiments, each with *n* = 4–6.

**Figure 4:**
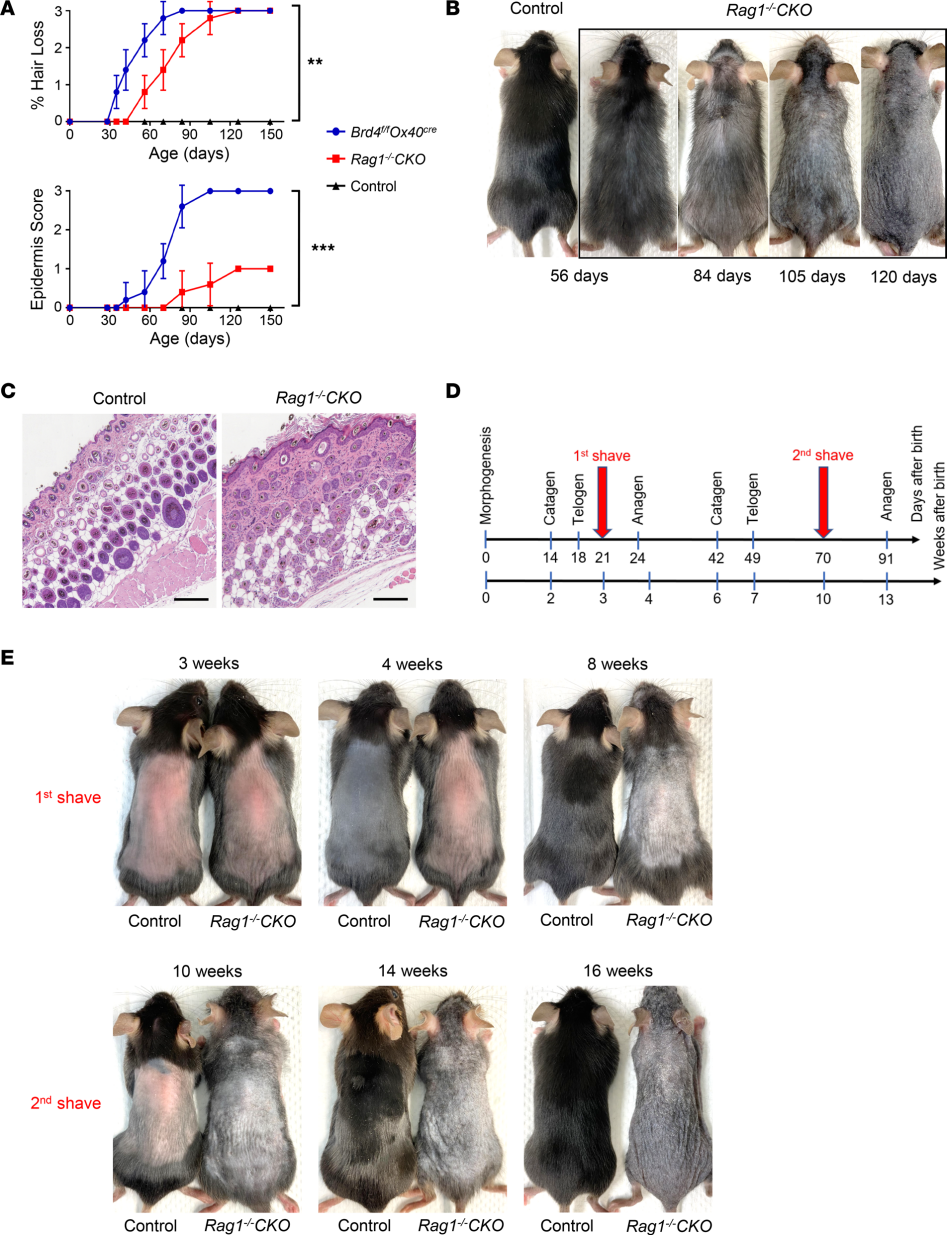
Effect of *Brd4* deletion specifically in HFSCs on hair growth and skin diseases. (**A**) Average percentage of hair loss (top) and epidermis score (bottom) for *Brd4^fl/fl^ Ox40-Cre*, *Rag1^–/–^ Brd4^fl/fl^ Ox40-Cre* (*Rag1^–/–^* CKO), and *Rag1^–/–^ Ox40-Cre* (control) mice over time. *n* = 5–7. (**B**) Gross appearance of skin hair in *Rag1^–/–^* CKO mice over time as compared with control mice at 8 weeks old. (**C**) Skin sections (H&E staining) of 12-week-old *Rag1^–/–^* CKO and control mice. Scale bar: 150 μm. (**D**) Schematic diagram showing dorsal skin hair shaving points in *Rag1^–/–^* CKO and control mice during telogen stages. (**E**) *Rag1^–/–^* CKO and control mice were monitored for hair regeneration after hair shaving. Photographs show dorsal hair conditions at indicated time points. Data shown in all panels are representative results from 3 experiments. Graphs are shown as mean ± SD. **P < 0.01, ***P < 0.001, by 1-way ANOVA (**A**).

**Figure 5:**
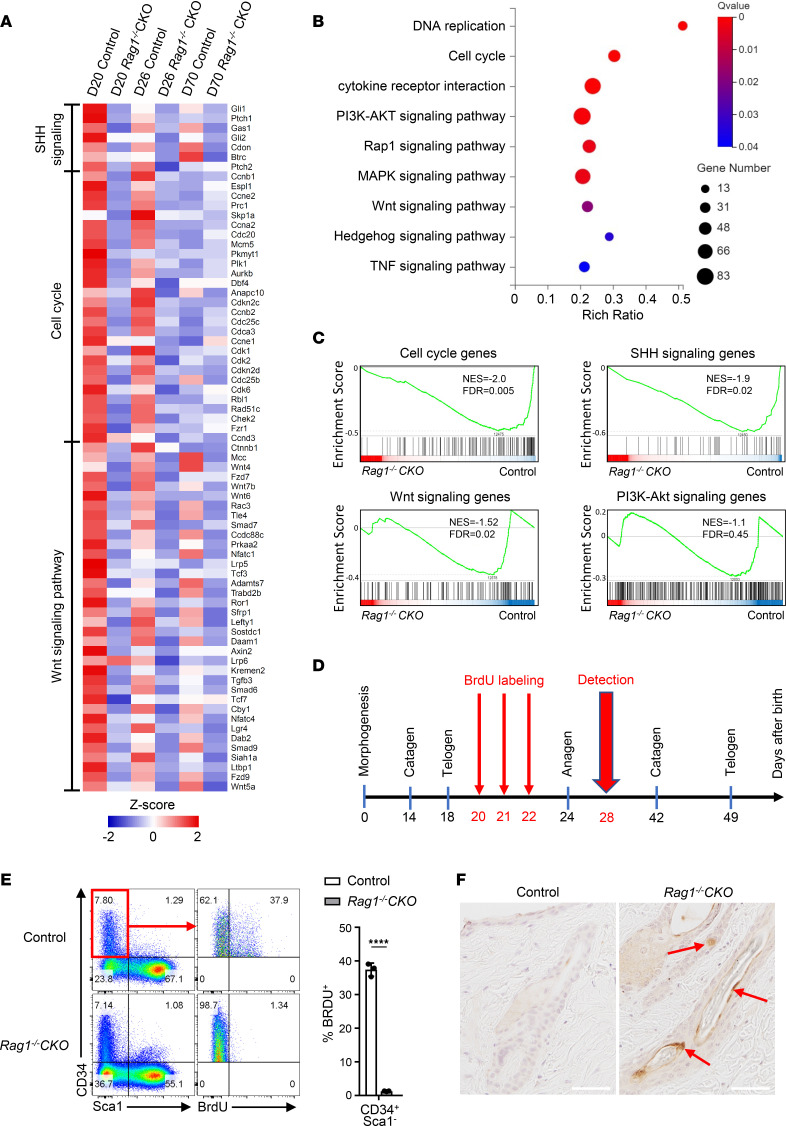
Gene transcriptional profiles, survival, and proliferation of HFSCs with or without *Brd4* deletion. (**A**) Heatmap plot of RNA-Seq data showing expression of SHH signaling genes, cell cycle–related genes, and Wnt signaling pathway genes in follicle stem cells of *Rag1^–/–^* CKO and control mice at different ages as indicated. Positive *Z* score depicts higher expression; negative *Z* score indicates lower expression. (**B**) KEGG pathway enrichment analysis of differentially expressed genes in *Rag1^–/–^* CKO and control follicle stem cells on P20. (**C**) Gene set enrichment analysis of differentially expressed genes in the signaling pathways as indicated between *Rag1^–/–^* CKO and control HFSCs on P20. (**D**) Schematic diagram showing BrdU labeling and detection time points for *Rag1^–/–^* CKO and control follicle stem cells. (**E**) Flow cytometry analysis of BrdU uptake in *Rag1^–/–^* CKO and control follicle stem cells (left) and frequency of BrdU^+^ cells in CD34^+^Sca1^–^ subset (right). *n* = 3. (**F**) TUNEL assay for apoptotic death of follicle stem cells in skin sections from *Rag1^–/–^* CKO and control mice. Photographs show hair follicles. Arrows show cell death. Scale bar: 60 μm. Data shown are representative results from 4 experiments (**E**) and 3 experiments (**F**). Graphs are shown as mean ± SD. ****P < 0.0001, by 2-tailed Student’s *t* test (**E**).

**Figure 6:**
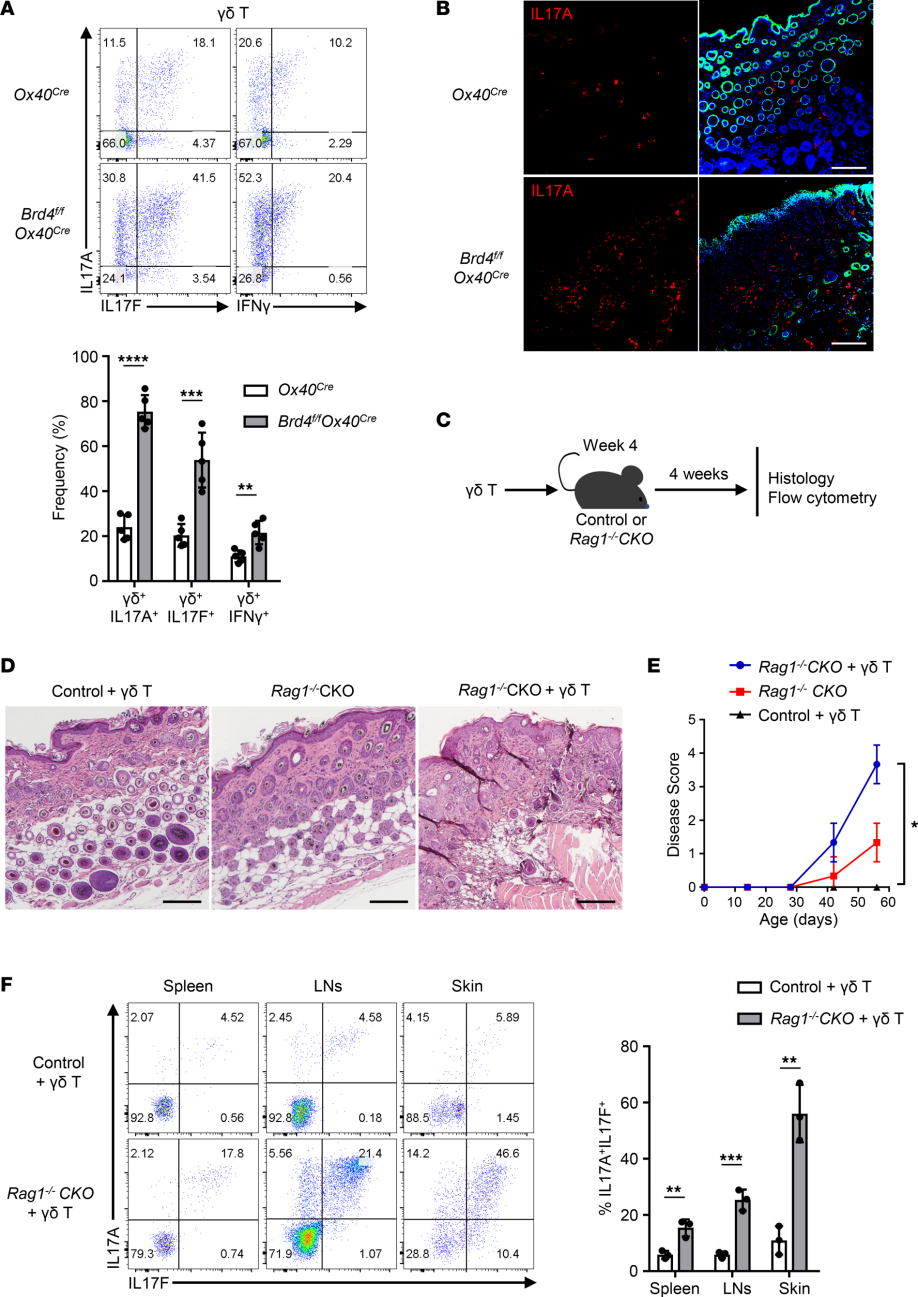
Activation of γδ T cells in dermatitis and hair follicle destruction. (**A**) Flow cytometry analysis of IL-17 and IFN-γ expression in γδ^+^ T cells from the skin of control *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice on P84 (top), and tabulated data from all mice as indicated (bottom). *n* = 5. (**B**) Immunofluorescence staining of IL-17A (red) stain together with DAPI (blue) and keratin 14 (green) in dorsal skin sections from control *Ox40-Cre* and *Brd4^fl/fl^ Ox40-Cre* mice on P84. Scale bar: 120 μm. (**C**) Schematic diagram showing γδ T cells transfer into *Rag1^–/–^* CKO and control recipients. (**D**) Skin sections (H&E staining) of *Rag1^–/–^* CKO mice, control plus γδ T, and *Rag1^–/–^* CKO plus γδ T recipients. Scale bar: 150 μm. (**E**) Graph shows average disease score for *Rag1^–/–^* CKO mice, control plus γδ T, and *Rag1^–/–^* CKO plus γδ T recipients over time. *n* = 5–7. (**F**) Flow cytometry analysis of intracellular expression of IL-17A and IL-17F in transferred γδ T cells isolated from spleen, lymph nodes, and skin of control plus γδ T and *Rag1^–/–^* CKO plus γδ T recipients (left) and expression levels of IL-17A and IL-17F expression in γδ T cells from all mice (right). *n* = 3. Data shown are representative results from 3 experiments (**A**, **D**, and **F**) and 4 experiments (**B**). Graphs shown as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, by 1-way ANOVA (**E**) or 2-tailed Student’s *t* test (**A** and **F**).

**Figure 7:**
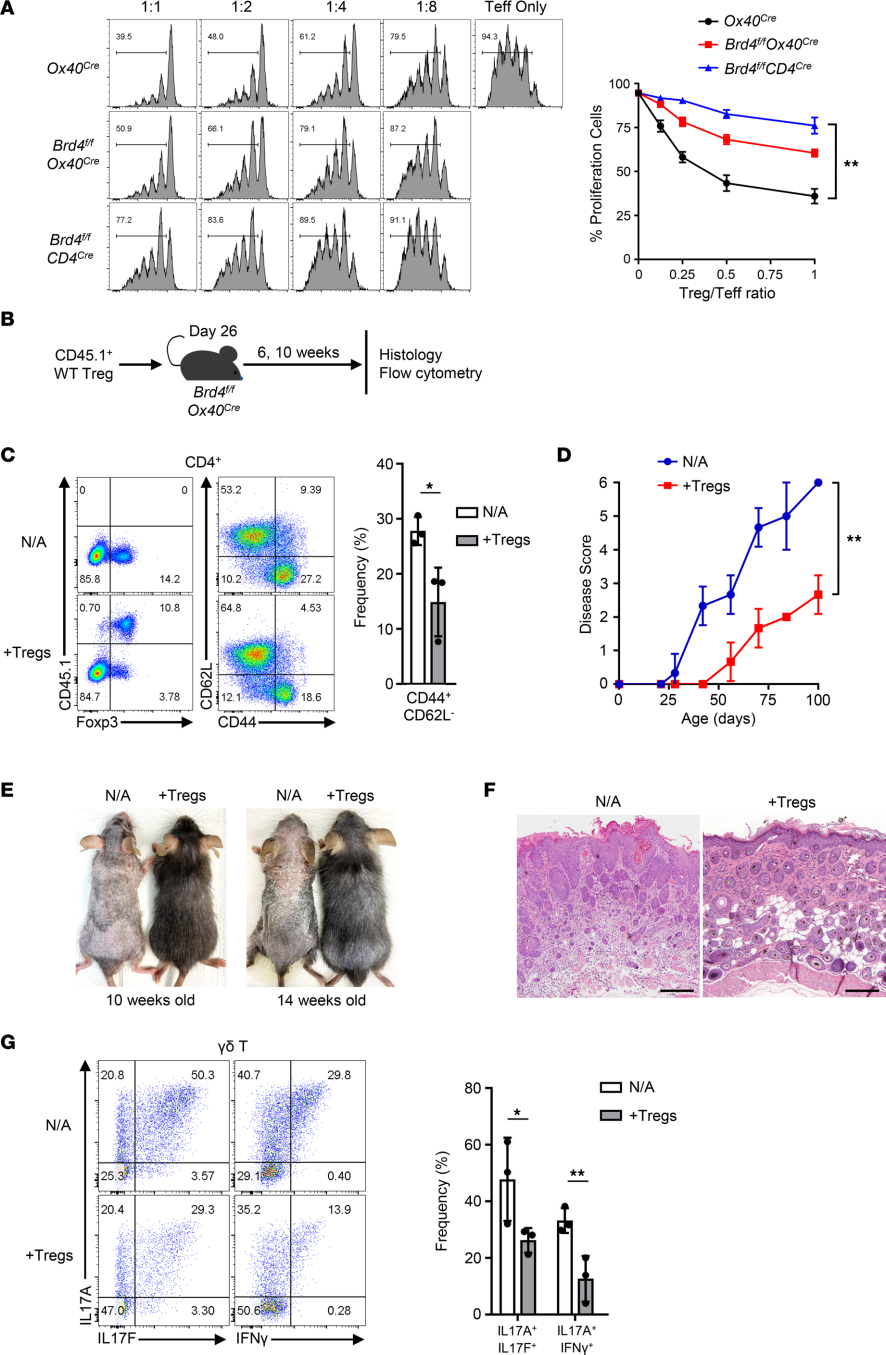
*Brd4* deletion in Tregs impairs their suppressive functions contributing to γδ T cell activation and skin inflammation. (**A**) In vitro suppression assays based on CFSE dilutions comparing suppressive functions of Foxp3^+^ Tregs from control *Ox40-Cre*, *Brd4^fl/fl^ Ox40-Cre*, and *Brd4^fl/fl^Cd4-Cre* mice. The ratio between Tregs and T effectors are indicated (left). The percentage of proliferating responder T cells at different T effector/Treg ratios is shown in the histogram (right). *n = 3*. (**B**) Schematic diagram showing adoptive transfer of WT Tregs (CD45.1^+^) to *Brd4^fl/fl^ Ox40-Cre* recipients. (**C**) Flow cytometric analysis of Foxp3^+^ Tregs and T effectors gated onto CD4^+^ cells from peripheral lymph nodes of CD45.1^+^ Treg recipients compared with nontransferred (N/A) mice (14 weeks old) (left) and frequency of CD44^+^CD62L^–^ cells in the recipients (right). *n* = 3. (**D**) Graph shows average disease score for CD45.1^+^ Treg recipients compared with N/A mice over time. *n* = 5–7. (**E**) Gross appearance of dorsal skin of CD45.1^+^ Treg recipients compared with N/A mice at 10 weeks and 14 weeks age. (**F**) Skin sections (H&E staining) of N/A mice and CD45.1^+^ Treg recipients. Scale bar: 150 μm. (**G**) Flow cytometry analysis of intracellular expression of cytokines (IL-17A, IL-17F, and IFN-γ) in γδ T cells isolated from skin of CD45.1^+^ Treg recipients compared with N/A mice at 14 weeks old (left), and frequency of IL-17A^+^IL-17F^+^ or IL-17A^+^IFN-γ^+^ cells (right). *n* = 3. Data shown are representative results from 2 experiments (**A**) and 3 experiments (**C** and **E**–**G**). Graphs shown as mean ± SD. *P < 0.05, **P < 0.01, by 1-way ANOVA (**A**) or 2-tailed Student’s *t* test (**C**, **D**, and **G**).

**Table 1:**
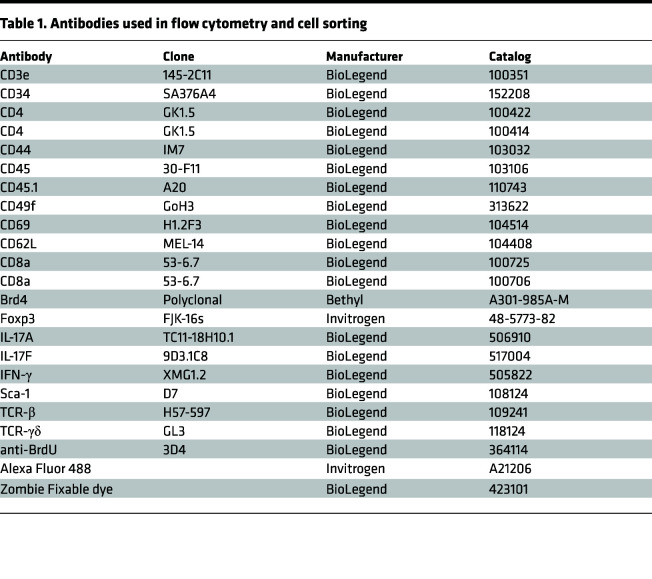
Antibodies used in flow cytometry and cell sorting

**Table 2:**
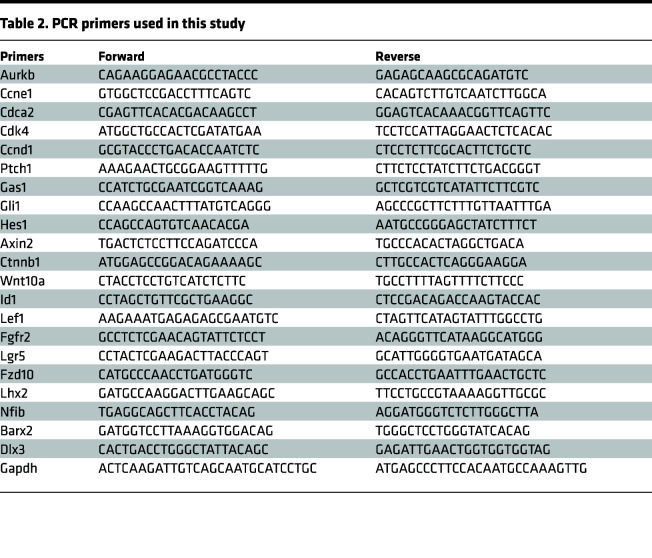
PCR primers used in this study

## Version 1 10/18/2022

In-Press Preview

## Version 2 12/08/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

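RNA-seq was run on HFSCs sorted from Rag1–/– Ox40-Cre control mice and Rag1–/– CKO mice, with 1 library per genotype at each of P20, P26 and P70. PolyA+ RNA was sequenced by BGI, and the submitters' notes give mm10 as the genome build. The sources used here name neither the aligner nor the program that counted reads, nor the number or sex of the mice behind a library. Each deposited file holds, for 1 library, an estimated count of reads, FPKM and TPM for each NCBI gene ID. The estimated counts were made by the authors from reads assigned to genes of mm10, as deposited, without scaling to depth. The values were checked to be counts: 4.2 to 4.99% are not whole numbers, and the totals differ between libraries. FPKM carry the authors' scaling to gene length and depth, and the counts carry no scaling. Gene symbols came from the files, and coordinates from the RefSeq gene table of the mm10 assembly, in which 18875 of 19004 gene IDs were found. Genes missing from the files of a day had no value on that day, and 20 of the 830 genes on the fixed lists had no row, 13 of them encoded by mitochondrial DNA.

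Counts summed to 9579007 (control) and 11924658 (CKO) at P20, 16207322 and 16482522 at P26, and 12198075 and 11714896 at P70. The most abundant gene took 1.16 to 1.85% of a library. Counts were rounded and scaled by TMM in edgeR 4.0.16 (R 4.3.3). Within a day, the log2 ratio of CKO over control CPM was taken with a prior count of 2 over genes with at least 10 counts in at least 1 of the 2 libraries, and a gene was counted as lower or higher at 2-fold or more. No p was computed within a day. The 95% interval of a ratio is the exact Clopper-Pearson interval of a count given the sum of both, and it covers counting error only. The interval of a list's median, or of a median difference between days, is the 95% binomial order-statistic interval over the list's genes. For the shortest lists it is the full range. It covers the spread over genes, which are not independent replicates, and not the spread between libraries. Where 1 library held 0 counts, the ratio was taken against a floor of 3 counts per library and is given as a lower bound. Reads per library limit a gene at 0 to that floor, not to absence.

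Over the 3 days, genotype was tested with the quasi-likelihood test of edgeR with day as a factor, on genes kept by filterByExpr, with Benjamini-Hochberg adjustment and a threshold of 0.05. This leaves 2 residual degrees of freedom, and the residual holds both library noise and real differences between days. The common dispersion was 0.111 (biological coefficient of variation 0.334). For the gene lists, the median log2 ratio of each of 34 textbook lists was set against 10000 random lists of the same size drawn from 20 bins of expression, on each day. Of these, 31 lists with enough genes were tested over the 3 days with camera (preset correlation 0.01), camera with an estimated correlation, and fry in limma 3.58.1. The genes of Fig. 5A and of the qPCR panel were read from the paper, and were given directions and values but no percentile, since the study chose them on these samples. On simulated data 5 of 200 unchanged lists lay outside the middle 95%.

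The fit was tested on simulated counts. At the fitted dispersion 11 of 100 genes made 2-fold different and 85 of 100 made 4-fold different were recovered, with 1 of the unchanged genes called. At a dispersion of 0.05 these were 61, 100 and 9. At P20 all 100 genes made 4-fold lower were counted as changed, along with 127 of 13568 unchanged genes.

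Named genes follow rules fixed with the lists: of each Fig. 5A group and day, up to 5 genes with the largest lower values and every higher gene; per day, the 10 largest differences in each direction among genes with at least 50 counts; genes with the smallest p over the 3 days; up to 4 genes in each direction of a described list; and Brd4, Tnfrsf4 and the sort genes in every library. Genes with only a predicted symbol were left out of the day lists. Alternatives were DESeq2 1.42.0 and its size factors, library totals, FPKM (with limma, pseudocount 0.5), pseudocounts of 0.25 and 5, no filter, at least 50 counts, a 4-fold threshold, no day in the model, and leaving out each day's pair. Other tools were Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The KEGG and GSEA analyses of the paper were not repeated, since their gene sets are not among the data used here, and no raw reads were aligned.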

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

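Of the tests given here, the one on library depth was set before its result was seen, and the others were chosen after. Brd4 is not lower in the libraries labelled CKO at P20 or P70, but a gene-level value cannot show whether it was deleted. Each direction below is that of the library labels. Every median and difference is a log2 value from 1 library per genotype, and a difference between days was not tested.

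Genes of hair shaft and inner root sheath, fibroblasts and endothelium, which the paper does not discuss, had medians above the random lists in the library labelled CKO at P20 (4.32, 4.32 and 3.91) and at P70 (5.37, 3.82 and 3.53). With genes absent from 1 library at their bound these were 4.22, 4.16 and 3.51 at P20 and 5.15, 3.29 and 3.02 at P70, and with at least 50 counts the endothelial medians lay inside the random lists (percentiles 95.55 and 96.35). The abundant transcripts include Col3a1 (411 CPM at P20) and Krt71 (416 CPM at P70), and 6 of the 30 hair shaft, 7 of the 15 fibroblast and 2 of the 15 endothelial genes have at least 10 counts in every control library, while none of the 3 lists shares a gene with Fig. 5A. A lower share of stem cells with all other cells alike would raise together the markers of other cells that stem cells lack. Fibroblast genes lay 5.26 above the genes of differentiated epidermis at P20. This cannot decide, as 23 of the 25 epidermal genes had at least 10 counts in every control library, and such genes need not rise. A genotype effect shared by the days is argued against by the upper bound of 1.38 for the hair shaft genes at P26, below the lower bound of 3.15 at P20. Both bounds cover the spread over the list's genes in 1 library pair, not the spread between libraries. On the 15 genes measured on both days the difference was 4.73 (interval 2.70 to 6.42). With at least 50 counts this did not hold, as the difference on 6 genes was 2.65 with an interval of -2.19 to 8.40. Cells of other types in the sorted fraction, a lower share of stem cells and a genotype effect that differs by day, which was not tested, stay open. They cannot be told apart, as each raises such genes. Of all genes on a list, measured or not, at least 66.7% were 2-fold higher or more, which does not decide. The CD34 gate should leave out hair shaft cells, the Itgα6 and Sca-1– gates most fibroblasts, and the Sca-1– gate endothelial cells, which can carry CD34 and Itgα6.

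G1/S and G2/M genes were lower at P26 and higher at P20 and P70 in the libraries labelled CKO, and DNA replication genes were lower at P20 and P26 and higher at P70. The G1/S list differed by 0.66 between P20 and P26 and by -1.77 between P26 and P70 (first day minus second), the G2/M list by 1.26 and -2.15, and the DNA replication list by -1.24 between P20 and P70 and -1.3 between P26 and P70. Library depth was close within the pairs of P26 (16207322 and 16482522 counts) and P70 (12198075 and 11714896), so thinning could hardly move their ratios. In libraries thinned to the smallest total the G2/M median at P70 was still 1.5, which therefore adds little. The close totals themselves argue against depth as the cause of the G2/M medians of -0.73 at P26 and 1.50 at P70. Hair matrix cells in the library labelled CKO at P70 could bring cycling genes with them, though the CD34 gate should leave out matrix and germ cells, and 69.6% of hair germ and matrix genes were 2-fold higher or more, which leaves matrix cells and cycling stem cells not to be told apart, as both raise such genes. A genotype effect that differs with age stays open and was not tested.

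The fibroblast list lay on opposite sides of the random lists at P20 and P26 (difference 3.71) and at P26 and P70 (-4.00), with intervals of 2.19 to 8.77 and -9.98 to -0.14 that span 0 with at least 50 counts (-0.10 to 10.54 and -10.16 to 0.55). The melanocyte list did as well (3.50 and -4.25), but with intervals that span 0 (-2.11 to 7.57 and -5.43 to 1.4), and with medians above the random lists of 1.88 at P20 (inside them with a pseudocount of 0.25, percentile 93.36) and 2.55 at P70. The Schwann cell and nerve list differed by 2.48 between P20 and P70 and had a median of 1.65 at P20, but the interval of the difference spans 0 (-0.30 to 4.07), and on FPKM the P70 median lay inside the random lists (percentile 3.25). The 4 Y-linked genes measured differed by -3.42 between P20 and P26 and by -7.58 between P20 and P70. In data the paper does not analyse, dermal papilla genes lay above the random lists at P20 (1.83) and P70 (3.43), though at P20 not on FPKM (0.55, percentile 94.31) or with at least 50 counts (0.17, percentile 49.75). Of 15 muscle and adipocyte genes, the 6 measured at P20 (3.91), the 3 at P26 (1.63, 2 higher and 1 lower, interval -1.61 to 2.72) and the 3 at P70 (3.33) had medians above them, though with no filter the medians lay inside at P26 (-0.57) and P70 (0.61). The median of the 8 inner bulge and companion layer genes, which went both ways, lay above them at P26 (1.42) and P70 (1.75), and genes of injured keratinocytes at P26 (2.75) and P70 (3.15). At P70 the same held for hair germ and matrix genes (1.68), upper follicle and sebaceous genes (1.06) and erythroid genes (2.44).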

How the results depend on the processing

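Both counts over other splits of the libraries were chosen after the results were seen. The alternatives were fixed beforehand. The counts of lower and of higher genes within a day stayed within 1.5 times of the reported ones except as follows. A 4-fold threshold gave 510 lower and 1139 higher at P20, 372 and 485 at P26, and 741 and 1079 at P70, fewer by its construction. At least 50 counts gave 1372 higher at P20 (2461 changed in all, against 3762) and 1440 at P70, from a smaller set of genes. At P26, FPKM gave 719 higher and no filter 1862. Over the 3 days DESeq2 called 784 lower and 1022 higher, no filter 438 and 556, and leaving out 1 day's pair gave 0 to 585 lower and 0 to 794 higher. The tests without a day's pair have 1 residual degree of freedom. Lists called lower by camera ranged from 3 to 4 without 1 day, and lists called higher from 6 to 15. Over all 3 days an estimated correlation called 0 lists lower and 0 higher, and fry 1 lower and 0 higher. Without P20 fry called the immune myeloid list higher (adjusted p = 0.0205), and without P26 the endothelial and melanocyte lists (0.0463 each), and with no day in the model the TNF and NF-κB targets (0.0163). The hedgehog list had an adjusted p of 0.43 with an estimated correlation, and 0.00144 to 0.0197 by camera and 0.0205 to 0.347 by fry without 1 day, the fry call ending without P26 (0.176) and without P70 (0.347). Without 1 day the camera adjusted p ranged from 0.00661 to 0.531 for G1/S, 1.81e-05 to 0.256 for G2/M, 0.000852 to 0.475 for DNA replication and 0.0092 to 0.162 for PI3K/AKT genes, and with an estimated correlation no list was called in these fits (lowest adjusted p 0.655). The G2/M median at P70 was 1.23 with FPKM, and the muscle and adipocyte median at P26 was -0.57 with no filter, the opposite direction. Where no construction is named, the cause was not tested. Of the 547 genes called over the 3 days, 547 were also called by DESeq2, 468 by limma on FPKM, 510 on library totals and 328 with no day in the model. Of 351 values for comparisons under the alternatives, 318 kept their side of the threshold, stayed within their interval or, for counts and SDs, within 1.5 times. Of 4936 for single lists and genes 4477 did, and 1 reversed. A change of sign counted as reversed only for values past a threshold, such as genes changed at least 2-fold or lists outside the random lists. Among 141 named genes tested, 44 calls ended without P20 (of 140) and 38 without P70. The reported test compares the genotypes within each day's pair, with day as a block, and without it 189 genes were called lower and 214 higher. The 3 against 3 libraries make 10 splits, too few for a share under 0.05: the real split called 547 genes and the highest other 0 (1 of 10 as large), and 11 lists against 16 (7 of 10 as large), the 16 in the 2 splits that put the P20 pair together with 1 of the P70 libraries. Only 4 of the 10 part every day's pair as the real split does, and the other 3 of these called 0 genes each and 7, 13 and 11 lists. The remaining 6 put both libraries of a day on 1 side. Depth limits genes near 0: at 9579007 counts a gene at 0 is bounded only at 3 counts.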

Differences from the paper's values

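No test is reported in this part, and Brd4 was not lower at P20 or P70 in the libraries labelled CKO. For the 28 cell cycle genes of Fig. 5A at P20, the paper shows about 28 lower in the CKO in Fig. 5A, read by eye, and the files gave 16. Of the alternatives set before the data were examined, none gave a value within the paper's: DESeq2 size factors, library totals, FPKM, both pseudocounts, no filter and at least 50 counts all gave 16. The paper's Z scores put the highest of the 6 values in the P20 control for about 5 of 7 SHH, about 22 of 28 cell cycle and about 26 of 36 Wnt genes in Fig. 5A, read by eye, and the files gave 2, 1 and 8. No alternative was run for these 3 counts. All of these differences rest on the P20 control file, which may hold another library than the one plotted. Its Z scores correlated with those read from the figure at 0.15, against 0.54 to 0.92 for the other libraries.

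The paper states broad changes above all on P20. Of measured genes, 27.3% differed at least 2-fold at P20, 19.2% at P26 and 31.2% at P70. Every P20 value in this paragraph uses the same P20 control, which may hold another library than the one plotted in Fig. 5A. The paper states that the differences of Fig. 5A were less striking on day 70. The SHH and Wnt genes of Fig. 5A had smaller medians at P70 (-0.78 and -0.94) than at P20 (-1.16 and -1.05), and the cell cycle genes had a median of 0.92. Over all genes compared, a measure unlike the paper's, the SD of the log2 ratios was 1.33 at P20 and 1.38 at P70. The paper states that the cell cycle was lower in its pathway analysis and GSEA at P20. Textbook G1/S and G2/M genes had medians of 0.34 and 0.45 at P20, and DNA replication genes one of -0.40. The paper states that PI3K/AKT signaling was lower. Its textbook list had a median of 0.26 at P20, with 38 of 106 genes lower. For Wnt signaling, which the paper states was lower, the textbook list had a median of -0.05 at P20 with 37 of 74 lower. By at least 2-fold, 20 of these genes were lower and 15 higher, so the median does not mean unchanged genes. Of the Wnt genes of Fig. 5A 30 of 36, and of the hedgehog genes 22 of 33, were lower at P20. The paper states by qPCR that genes of HFSC activation and proliferation were lower. Of its 21 genes, 12 were lower at P20, 15 at P26 and 8 at P70 in the sequencing. These are counts without a threshold for a single gene, as the paper's text states none. The sources used here do not give the day of the qPCR, which is another assay, so no day is matched to it.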

Other observations

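The tests of the P20 control file and of the scaling given here were chosen after the result was seen. Directions are those of the library labels. Brd4 was not lower in the libraries labelled CKO at P20 or P70, which cannot show whether it was deleted. Genes of injured or activated keratinocytes were higher in the library labelled CKO in 13 of 17 at P20, 20 of 21 at P26 and 20 of 22 at P70. Hbegf, an EGF receptor ligand, was at 60.8 against 287 CPM at P20 and 19.8 against 394 CPM at P70, and the antibacterial lipocalin Lcn2 was at log2 3.12 at P20 and 5.49 at P26. This list rose over the 3 days (camera adjusted p = 8.49e-08, and adjusted p = 0.43 with an estimated correlation), with 4 of 17 genes that rose (10 when adjusted over the list alone). Of 8 genes of the inner bulge and companion layer 5 were higher and 3 lower at P20 and at P26, and 6 higher and 2 lower at P70, with intervals of the median that span 0 on each day. Among the higher were Krt16 at 12.2 against 345 CPM and Krt6a at 450.3 against 1642 CPM at P26, while the Wnt modulator Dkk3 (321 against 203 CPM) and Fgf18 (17.6 against 5.81 CPM) were lower, and over the 3 days 2 rose among all genes tested (4 rose and 2 fell when adjusted over the list alone). The list was called higher (camera adjusted p = 0.0313, and adjusted p = 0.43 with an estimated correlation). Krt79 of the upper follicle was at 159 against 1198 CPM at P26, and that list rose (camera adjusted p = 0.0457, and adjusted p = 0.509 with an estimated correlation). Differentiated epidermis was lower at P20 (median log2 -0.94, 20 of 24 genes), with Calml3 at 1111 against 166 CPM, while at P26 and P70 its medians were 0.24 (10 of 24 lower) and 0.11 (10 of 25 lower), inside the random lists (above them at P26 with no filter or at least 50 counts, percentiles 98.34 and 98.13), and Krt1 was at 101 against 677 CPM and 55.2 against 1479 CPM. Cytokines and alarmins were higher at P26 (22 of 29, median 1.64), and at P70 their median lay above the random lists as well (1.08, percentile 99.79, and percentile 97.61 with at least 50 counts), with 16 of 30 genes higher and an interval of -0.76 to 1.96, while at P20 their median was -0.26 and their mean 0.40. Immediate early genes rose over the 3 days (camera adjusted p = 4.06e-06, and adjusted p = 0.43 with an estimated correlation), with Egr2 at 63.0 against 322 CPM at P20. The list's median lay inside the random lists at P20 (0.12, percentile 80.31, 15 higher and 10 lower), and above them at P26 (0.61) and P70 (0.50).

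The list for HFSC quiescence had medians of -0.28, -0.69 and -0.44, with Nfatc1, a quiescence factor, at 321 against 97.3 CPM at P20. The BMP antagonist Grem1, which is not itself a factor that holds quiescence, was at 199 against 9.57 CPM at P70. Targets of p53 had medians of 0.20, 0.01 and 0.36, and the list rose (camera adjusted p = 0.0498, and adjusted p = 0.43 with an estimated correlation), with Plk2 at 49.2 against 285 CPM at P20 and 20.6 against 372 CPM at P70 and Rrm2b, also a target, at log2 -1.57 and -1.75. Apoptosis genes lay inside the random lists on every day (medians 0.07, -0.10 and -0.06). Genes sensitive to BET inhibitors had medians of 0.39, 0.13 and 0.42, with Myc at 204 against 405 CPM at P20 and 118 against 313 CPM at P26. Ribosomal protein genes had medians of -0.11, 0.26 and -0.22. The 3 measured genes of a list of 15 for muscle and adipocytes rose as a set (camera adjusted p = 8.99e-06, and adjusted p = 0.43 with an estimated correlation), 2 of them past the test over all genes, among them Acta2 of smooth muscle (7.35 against 91.4 CPM at P20), which rose (log2 3.24, adjusted p = 0.0103 from edgeR). The inner bulge call ended without P70 (0.0854), the upper follicle call without P26 (0.239), without P70 (0.0716) and with no day in the model (0.0504), and the p53 call with no day in the model (0.0649). Immune myeloid genes had medians of 1.00, 0.54 and 1.03, inside the random lists, but on the deposited FPKM the list lay above them at P20 (0.93, percentile 99.89) and P70 (0.65, percentile 99.02), with no filter at P20 (percentile 97.82) and with at least 50 counts at P26 (percentile 98.02).

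Of the 21 genes of the qPCR panel, which the study chose, 3 fell over the 3 days, Gli1, Fgfr2, a receptor for FGFs (log2 -1.22, adjusted p = 0.0365 from edgeR), and Lhx2, a stem cell maintenance factor (-1.19, adjusted p = 0.0399), and 1 rose, the Notch target Hes1 (1.77, adjusted p = 0.0414). When adjusted over the list alone, which is not independent evidence, 4 fell and 1 rose. Lef1 was at log2 0.61 at P26, the hair differentiation factor Dlx3 at 54.2 against 12.2 CPM at P26 and 26.4 against 218 CPM at P70, and Lgr5, a marker of stem cells, at 499 against 249 CPM at P20. None of the 4 calls held without the P20 pair or without the P70 pair, Fgfr2 and Lhx2 were not called with no day in the model, and Hes1 was not called on library totals.

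Y-linked genes differed between the libraries of each day, not in the same direction (median log2 of 4 genes -2.38 at P20, 1.02 at P26 and 5.30 at P70). As the sex of the mice is not stated, sex and genotype cannot be told apart within a day. Over the 3 days the sex-linked list was not called (camera adjusted p = 0.418). Ddx3y was at 22.5 against 3.54 CPM at P20, 10.3 against 19.3 CPM at P26 and 0 against 88 counts at P70 (at least 32.6-fold higher), and Eif2s3y at 19.9 against 4.98 CPM, 7.74 against 16.5 CPM and at least 37.8-fold higher. Across genes, the control libraries of P20 and P70 had a Spearman correlation of 0.964 and those of P20 and P26 one of 0.924, with genes not independent replicates.

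The cell cycle genes of Fig. 5A were not lower as a group at P20. A candidate explanation is that the P20 control file holds another library than the one plotted in Fig. 5A, as its file name and column headings give different library names. Across the 71 genes the Z scores read from the figure and those from the files had a correlation of 0.15 for the P20 control, and of 0.54 to 0.92 for the other 5 libraries. Every scaling and filter gave 16 of 28 genes lower at most. The scalings hardly moved the P20 ratios (median of all genes 0.013 to 0.045), so these counts alone decide nothing. A scaling factor moves all genes of a pair alike, and the 12 higher genes stood at log2 0.13 to 1.66. To put all 28 lower, a shift of more than 1.66 would be needed, which argues against scaling as the cause for these genes. The readings are by eye, and which library the file holds is not shown by them.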
